# Repeated sleep deprivation selectively reactivates hippocampal CA1 pyramidal neurons

**DOI:** 10.1186/s13041-026-01298-y

**Published:** 2026-04-01

**Authors:** Yutong Wang, Emily N. Walsh, Junko Kasuya, Colton E. Remedies, Jon Resch, Lisa C. Lyons, Ted Abel

**Keywords:** Sleep deprivation, Hippocampus, CA1, Pyramidal neurons, c-Fos, RiboTag, fosTRAP-seq

## Abstract

Sleep supports a variety of physiological processes, ranging from metabolic to immune system homeostasis, and plays a critical role in cognition and memory. A brief period of sleep loss impairs memory, particularly hippocampus-dependent memories, alters molecular signaling, and synaptic plasticity in the hippocampus. Studies have shown that sleep deprivation (SD) alters neuronal activation as indicated by broad changes in gene expression signatures and by the increased expression of c-Fos, an immediate early gene that functions as a molecular marker of neuronal activity. In the present study, we examined hippocampal subregion-specific c-Fos induction patterns via immunohistochemical staining. We found that CA1 pyramidal neurons exhibit the most robust c-Fos induction after SD. Using an activity-driven ribosomal tagging system (c-Fos-RiboTag) and a repeated SD model, we labeled sleep deprivation activated CA1 neurons and observed a population of excitatory neurons in area CA1 that are reactivated by repeated SD. Using the c-Fos-RiboTag system that enables the isolation of ribosomes with attached mRNA from labeled neurons, we performed fosTRAP-seq and identified activity-dependent gene expression changes in c-Fos+ CA1 neurons. Our results revealed that synapse organization, protein dephosphorylation, cellular response to endogenous stimulus (such as insulin) are upregulated, whereas mRNA processing and splicing are downregulated. In summary, our study provides a detailed characterization of hippocampal neuronal activation following SD and identifies a subset of CA1 pyramidal neurons that are selectively reactivated by repeated SD. This SD-sensitive neuronal population enables investigation of molecular changes in neurons specifically impacted by sleep loss and suggests a potential connection between acute and chronic sleep loss at the cellular and molecular levels.

**Graphical Abstract:**

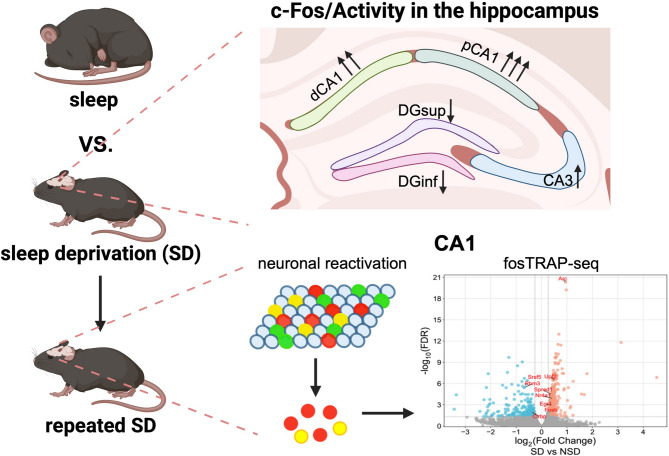

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13041-026-01298-y.

## Introduction

Sleep facilitates numerous physiological processes including cognition, learning, and memory consolidation [1]. Over 30% of adults in the United States routinely experience insufficient sleep, leading to subsequent health problems [2, 3]. Sleep loss has pronounced impacts on cognitive function, with hippocampus-dependent memories being especially vulnerable [4]. The hippocampus plays a critical role in consolidating spatial, episodic, and contextual memories in rodents [5] and declarative memory in humans [6]. It is comprised of subfields with specialized roles in memory: the Dentate Gyrus (DG) enables pattern separation [7], Cornu Ammonis 3 (CA3) integrates separation and completion [8], and Cornu Ammonis 1 (CA1) recodes CA3 outputs while linking to the neocortex for memory retrieval [9]. Brief periods of sleep deprivation (SD) impact hippocampal function via impairments in the cAMP signaling and related long-lasting forms of synaptic plasticity [10–12], suppressed protein synthesis [13], and altered synaptic connectivity [14–16].

In humans, sleep loss can often span several nights or even weeks. Chronic insomnia is related to accelerated cognitive decline and is associated with increased risk of dementia in humans [17, 18]. Work using rodents to model chronic sleep restriction (CSR) has demonstrated impairment of hippocampal synaptic plasticity and severe spatial memory deficits that are resistant to recovery sleep [19, 20]. CSR also promotes tau hyperphosphorylation and amyloid-β accumulation in rodent models of Alzheimer’s Disease [21, 22]. However, how repeated bouts of sleep loss affect neuronal activity in the hippocampus and how acute SD-induced impairments progress to CSR-promoted neurodegeneration remains unknown.

A widely recognized marker of neuronal activity is the immediate early gene (IEG) c-Fos. The c-Fos protein is rapidly activated during synaptic plasticity associated with learning and memory [23], and its downstream effector genes, such as *Timp1* and *Mmp9*, regulate the neuronal structural and functional plasticity required for memory formation [23]. c-Fos expression has been used as a marker to locate and identify the neuronal populations activated by sleep and extended wakefulness [24–27]. While sleep is typically linked to low c-Fos expression and neuronal activity across most brain regions [24, 25], several hours of SD significantly increases c-Fos expression, particularly in the cortex, medial preoptic area, posterior hypothalamus, and the hippocampus [24–27]. This brain-wide activation resembles the increased c-Fos expression pattern during spontaneous wakefulness. Given the anatomical and functional complexity of the hippocampus, this study aims to precisely map c-Fos expression patterns within hippocampal subregions after single and repeated SD exposures, and identify activity-driven gene expression changes within SD-activated neurons.

Our results suggest that neuronal activation, as measured by c-Fos expression, varies across the hippocampus following both single and repeated SD. Specifically, the CA1 subregion showed the most pronounced increase in activation, while the DG exhibited a decrease in c-Fos expression after both single and repeated SD. Applying the Target Recombination in Active Populations (fosTRAP) method in conjunction with the ribosome tagging strategy (RiboTag) [28, 29], we devised an active neuron labeling system that was amenable to analysis of individual gene expression. Through this c-Fos-RiboTag approach, we confirmed that a substantial proportion of CA1 pyramidal neurons were reactivated by repeated bouts of SD. As prior genomic studies identified translation-level changes in brain regions exhibiting increased c-Fos expression after SD, including the hippocampus [30–33], we combined the c-Fos-RiboTag labeling system with Translating Ribosome Affinity Purification sequencing (TRAPseq) technique and identified activity-dependent translatome changes in c-Fos+ CA1 neurons repeatedly activated by sleep deprivation.

## Methods and materials

### Animals

All experimental animals were 3- to 5-month-old male C57BL/6J mice obtained from the Jackson Laboratories (Catalog# 000664, Bar Harbor, ME). Mice were group housed (5 per cage) prior to the start of the experiment in standard ventilated cages with access to food (NIH-31 irradiated modified mouse diet #7913) and water *ad libitum.* Animals were maintained in the animal care facility at the University of Iowa on a 12 h light/dark cycle, in a temperature- and humidity-controlled environment (21–22 °C and 60–70%, respectively). All experiments were conducted in accordance with the standards established by the US National Institutes of Health Guidelines for Animal Care and use was approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Iowa.

### Sleep deprivation

Mice were single housed in cages with corncob bedding and a handful of soft bedding for nest building for 7 days prior to SD or non-sleep deprivation (NSD). Mice had *ad libitum* access to food and water in these housing conditions and during the sleep deprivation experiments. Mice were habituated to the experimenter and gentle handling stimuli, which was done by the experimenter holding each mouse in the palm for 2 min and cage tapping for 2 min for 4 consecutive days prior to the 1st sleep deprivation bout. Total SD was performed acutely, for 5 h beginning at Zeitgeber time (ZT) 0 using the gentle handling method, which involved lightly tapping and shaking the cage to keep the animal awake [12]. After 5 h, mice were returned to the original standard housing room where NSD mice were kept undisturbed throughout the experimental time window (ZT0-ZT5). The second SD or NSD bout was performed a week later using the same gentle handling method and timeline. After the second bout of SD/NSD, mice went through perfusion fixation for immunohistochemistry validation of c-Fos/RiboTag expression or cervical dislocation to collect tissue for RNA extraction from the hippocampal CA1.

For active neuron tagging experiments: injection habituation occurred for 2 consecutive days prior to the first sleep deprivation experiment in which mice received an i.p. injection of saline after the 2 min of handling and before being placed back in the cage for 2 min of light cage tapping. All mice received an i.p. injection of 15 mg/kg or 50 mg/kg 4-hydroxytamoxifen (4-OHT) at ZT2 on the day of first SD/NSD.

### Adeno-associated virus (AAV) constructs and stereotactic surgeries

Surgeries were performed under isoflurane anesthesia (5% induction, 2% maintenance) following administration of Meloxicam (5 mg/kg subcutaneous, s.c.). Animal health was monitored for 5 days following surgery along with administration of Meloxicam (5 mg/kg, s.c.) for the first 2 days post-surgery. To label the SD activated hippocampal neurons, 10–12 week old mice were injected intrahippocampally with a cocktail of AAV8-c-Fos-ERT2-Cre-ERT2-PEST-WPRE (titer- 1.57E + 13 GC/mL, generated and packaged by Stanford University Gene Vector, catalog# GVVC-AAV-139) and AAV9-EF1a.DIO.HA-mRpl22.IRES2.eYFP.WPRE.hGH (titer- 1.14E + 13 GC/mL, generated and packaged by the University of Pennsylvania Viral Vector Core). To label cells activated by SD across hippocampal subregions, the AAV cocktail was initially injected into the dorsal hippocampus bilaterally (1000nL at a rate of 200nL/min) using the following coordinates relative to bregma: anteroposterior (AP) -1.9 mm, mediolateral (ML) ± 1.5 mm, dorsoventral (DV) -1.5 mm from the surface of the brain. This whole hippocampus injection coordinate was used to evaluate labeling time window and 4-OHT dosage (Fig. S1). Following these evaluation experiments, the injection coordinates were optimized for CA1-restricted labeling. The AAV cocktail was injected into dorsal CA1 bilaterally (300nL at a rate of 50nL/min), the following coordinates were used upon validation: AP -1.8 mm, ML ± 1.45 mm, DV -1.65 from the surface of the skull. This CA1- localized AAV infusion coordinate was used for subsequent experiments examining CA1 neuronal reactivation (Fig. 5) and translating mRNA extraction for fosTRAP-seq (Fig. 6). Experiments were performed after 3 to 4 weeks to allow recovery from surgery and for spread of the viral particles in the targeted brain regions.

### Drug preparation

4-OHT solution was prepared fresh on the day of experiment as previously described [34]. 4-OHT (Catalog #H6278, Sigma-Aldrich, MO, USA) was dissolved in 100% ethanol at 37 °C for 15 min with constant rotation to prepare a 20 mg/mL stock solution. Stock solution was then diluted to 10 mg/mL in 100% corn oil followed by another 15 min incubation at 37 °C with constant rotation. The solution was vacuum centrifuged for 15 min to evaporate the ethanol, yielding an injectable solution of 10 mg/mL 4-OHT in corn oil, and was administered intraperitoneally (i.p.) at a dose of 15 mg/kg or 50 mg/kg body weight.

### Immunohistochemistry (IHC)

Perfusion fixed brains (4% v/v paraformaldehyde in 1X phosphate buffer saline (PBS), Catalog #15710, Electron Microscopy Sciences, PA, USA) were equilibrated in sucrose solution (30%w/v in 1X PBS) for 48 h. The brains were then sliced into 30 μm sections using a Leica cryostat (Leica CM3050S, IL, USA) at -20 °C and stored in cryoprotectant solution (30% w/v sucrose, 30% v/v ethylene glycol, and 0.01% Sodium Azide in 1X PBS). Sections containing the dorsal hippocampus were rinsed three times for 5 min each in 1X PBS, followed by a 1 h incubation in blocking solution (3% normal Donkey/Goat serum in 0.4% triton-X100/PBS buffer) and an overnight incubation at room temperature (RT) with primary antibodies: rabbit anti-c-Fos (1:3000, #226008, Synaptic Systems, Goettingen, Germany), guinea pig anti-c-Fos (1:3000, #226308, Synaptic Systems), rabbit anti-HAtag (1:2000, #3724, Cell Signaling, MA, USA), mouse anti-NeuN (1:1500, #ab104224, Abcam, MA, USA), rabbit anti-Sox9 (1:1500, #ab185966, Abcam), mouse anti-GAD67 (1:1000, #MAB5406, Sigma-Aldrich). Following overnight incubation with primary antibodies, slices were rinsed three times for 5 min in 1X PBS and incubated with secondary antibodies: Alexa Fluor 488 goat anti-rabbit (1:1000, #A11008, Invitrogen, CA, USA), Alexa Fluor 647 donkey anti-rabbit (1:1000, #A32795, Invitrogen), Alexa Fluor 555 goat anti-guinea pig (1:1000, #150186, Abcam), Alexa Fluor 647 goat anti-guinea pig (1:1000, #A21450, Invitrogen), and Alexa Fluor 488 donkey anti-mouse (1:1000, #A21202, Invitrogen) for 2 h at RT followed by three rinses in 1X PBS for 5 min each. Slices were mounted onto Superfrost Plus (Fisherbrand) slides with Prolonged Diamond Antifade mountant with DAPI (P36962, Thermo Fisher Scientific, MA, USA) to stain cell nuclei.

### Confocal microscopy and image analysis

Following IHC, images of the dorsal hippocampus were acquired using a Leica SPE Confocal microscope equipped with lasers at 405 nm, 488 nm, 561 nm, and 635 nm. All images (8-bit) were obtained with identical settings for laser power, detector gain, and pinhole diameter (1.0AU) using a 20X oil immersion objective at 1024 × 1024-pixel resolution and 1.5X optical zoom.

The Adult Mouse Allen Brain Reference Atlas was used as a reference for the hippocampus and hippocampal subregions. A total of 2–3 sections (2 hippocampi per section) were imaged per mouse and averaged get the number of c-Fos puncta per animal. Images were processed using the ImageJ software. Background fluorescent signals generated from AAV infusion surgery was subtracted from c-Fos and HAtag channels using the Image Calculator function in ImageJ. Images were converted to 16-bit for c-Fos+ cell quantification. The c-Fos+ cells within the cell body layers of each subregion were then plotted and counted automatically using the Analyze Particle function in ImageJ. The HAtag+ cells, DAPI+ nuclei, and double-labeled with HAtag/NeuN/Sox9 cells were counted manually. For c-Fos and GAD67 overlapping comparison, GAD67 images were first merged with the DAPI channel and overlapping cells within cell layers were identified as inhibitory interneurons. Then, interneurons overlapping with c-Fos labeling were quantified as activated inhibitory interneurons in each subregion. The percentage of activated excitatory neuron in each subregion was calculated by subtracting the inhibitory (GAD67+) neuronal fraction from the neuronal (NeuN+) fraction and normalizing to the fraction of NeuN+ neurons.

### Immunoprecipitation and mRNA extraction

For translatome sequencing, mice were sacrificed at ZT5 by cervical dislocation after the 2nd SD/NSD. Hippocampi were rapidly dissected into ice-cold 1X PBS followed by microdissection of CA1 on ice under the Leica S4E stereo microscope as previously described [35]. CA1 tissues were collected in sterile, DNase and RNase-free tubes chilled on dry ice and immediately stored at -80 °C. Ribosome-associated mRNA was immunoprecipitated as previously described [29]. Both CA1 tissues pooled from 5 mice in each group were homogenized in 1.2mL homogenization buffer (50mM Tris pH 7.4, 100mM KCL, 12mM MgCl_2_, 10% Nonidet P-40 (NP40), 1mM DTT, 200U/mL Promega RNasin, 1 mg/mL heparin, 100 µg/mL cycloheximide, 1X protease inhibitor (#P8340, Sigma, MA, USA). The homogenates were centrifuged at 10,000x*g* for 10 min at 4˚C. The supernatant was incubated with 5µL Anti-HA.11 Epitope Tag Antibody (#16B12, Biolegend, CA, USA) for 4 h at 4 ˚C with rotation, followed by overnight incubation with Pierce Protein A/G magnetic beads (#88803, Pierce, MA, USA) at 4 ˚C with rotation. Supernatant was removed from the beads using a magnetic rack and the beads were washed 3 times with a high salt buffer (50mM Tris pH 7.4, 300mM KCL, 12mM MgCl_2_, 10% NP40, 0.5mM DTT, 100 µg/mL cycloheximide). mRNA bound to the beads were eluted at 4˚C in 350µL of RLT buffer from the RNeasy Micro Kit (#74004, Qiagen, Venlo, Netherland) supplemented with β-mercaptoethanol at 10µL/mL. DNAse digestion of IP-eluted mRNA were performed following Qiagen’s RNeasy extraction kit instructions. RNA concentration and quality was assessed using the Qubit™ RNA High Sensitivity Assay Kit (#Q32852, Thermo Fisher Scientific, MA, USA).

### Library preparation

RNA quality was assessed using an Agilent Bioanalyzer. RNA library preparation from samples of SD and NSD mice were prepared at the Iowa Institute of Human Genetics (IIHG), Genomics Division, using Illumina Stranded Total RNA Prep Ligation with Ribo-Zero Plus v01 sample preparation kit (Illumina, CA, USA). Pooled library was sequenced on the Element Aviti24 sequencer with 150-bp paired-end chemistry at the IIHG core.

### fosTRAP-seq data analysis

Data analysis was performed using Partek Flow interface (Partek, Illumina, CA). Following QA/QC, raw reads were subjected to the base trimming to remove poorly scored 3’-bases and aligned using STAR aligner version 2.7.8a [36]. Aligned reads were quantified by Partek E/M model and annotated to mouse reference genome mm39 Ensemble release 110. The resulting mRNA counts were filtered to exclude mRNA with minimum count ≤ 5 (1%) and normalized using median ratio method. Differential gene expression analysis was performed with DESeq2 [37]. Differentially Expressed Genes (DEGs) were identified by fold change > 1.2 or <-1.2, false discovery rate (FDR) value < 0.05.

Enrichment of upregulated/downregulated DEG-associated pathways from the fosTRAP-seq data was performed with a combination of Gene Ontology (GO-Biological Process-EBI-UniProt-GOA-ACAP-ARAP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) database. The GO-BP analyses were performed with the clusterProfiler package in R [38] and the Cytoscape (version 3.10.4 https://cytoscape.org/) [39] plug-in ClueGo (version 2.5.10) [40]. Only the common GO-BP pathways between the two methods with an adjusted p value < 0.05 and gene counts ≥ 3 were considered as significant. Volcano plot of all DEGs and Cnet plots representing enriched GO-BP pathways with their associated DEGs were generated using SRplot website [41] (Fig. 6). KEGG analyses were performed using the Cytoscape plug-in ClueGo, pathways were considered significantly enriched with an adjusted p value < 0.05 and gene counts ≥ 3. To connect terms in the network, ClueGO utilizes kappa statistics in which here was set as ≥ 0.4 and generated the map figure of enriched functions (additional file1: Fig. S4, 5). For comparison between our fosTRAP-seq and previous excitatory TRAPseq data published by Lyons et al., [31] (Fig. 6), we first ran the same DEG identification protocol as described above on excitatory TRAPseq raw data and compared common DEGs between the two datasets. The quadrant diagram illustrating common DEGs (Fig. 6) were generated using GraphPad Prism v10. GO-BP analysis was performed to identify enrichment biological processes associated with common DEGs using clusterProfiler package in R [38] and the pathways with their associated genes were presented using a Sankey diagram generated using SRplot [41] as well. Biological functions associated with DEGs specific for each database were performed using KEGG analysis (additional file1: Fig. S5) with Cytoscape as described.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism v10 with α = 0.05 for analyses. Imaging data comparing c-Fos and RiboTag expression and neuronal reactivation were analyzed using unpaired two-tailed t-tests to compare the NSD and SD groups (Fig. 1, 3C, 4, 5) and the distal and proximal CA1 sections (additional file1: Fig. S3). Two-way analysis of variance (ANOVA) comparisons were used to determine the interaction between c-Fos activation and number of sleep deprivation epochs (Fig. 3D, E). Data is presented as Mean ± SEM and *n* represents the number of animals in all experiments, IHC data is presented as an average of 2–3 sections per animal per condition. In figures, ns refers to non-significant, * refers to a *p* value < 0.05, ** refers to *p* < 0.01, *** refers to *p* < 0.001, and **** refers to *p* < 0.0001.

## Results

### Sleep deprivation causes non-uniform activation of hippocampal subregions as measured by c-Fos expression

Induction of IEGs, such as *Fos*,* Arc*,* and Egr1*, mark recent neuronal activation, and previous studies have investigated the impact of sleep and sleep loss on neuronal activity across rodent brains by measuring mRNA or protein levels of IEGs [24–27, 30, 32, 42]. To investigate the impact of acute SD on neuronal activation within hippocampal subregions, we sleep deprived mice for 5 h by the gentle handling method. This method was chosen to avoid confounds with methods that may cause novelty-induced hippocampal activation. Following 5 h SD, we mapped c-Fos protein expression, a well characterized marker of neuronal activity, within the hippocampus as an indicator of neuronal activation. Quantification of c-Fos protein abundance by immunohistochemistry in SD and NSD mice found increased c-Fos in SD samples suggesting an overall increase in hippocampal activity (Fig. 1A and B_1_) after 5 h of SD. As the hippocampal subregions have distinct functions, we quantified c-Fos expression within each hippocampal subregion finding that sleep deprivation for 5 h induced c-Fos expression in pyramidal cell layers in CA1 and CA3 subfields. However, we observed decreased c-Fos expression in the superior (DGsup) and inferior blades (DGinf) of the DG (Fig. 1B_2_). Furthermore, although CA1 and CA3 both showed an increase in c-Fos expression after 5 h of SD, the induction of c-Fos expression was more prominent in CA1 (8-fold induction compared to NSD) compared to CA3 (1.6-fold induction compared to NSD).

**Fig. 1:**
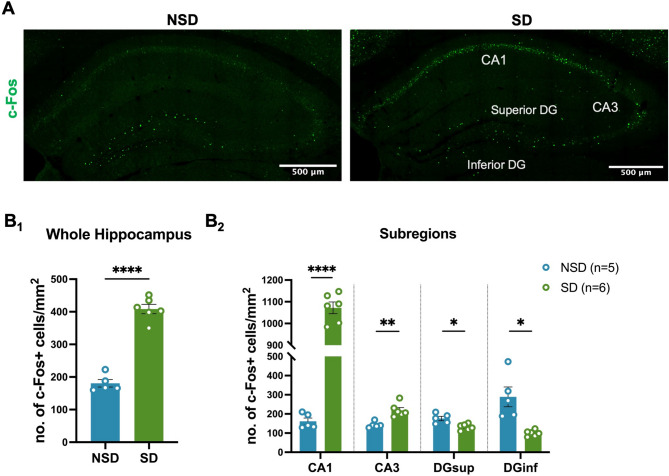
c-Fos expression is differently altered within hippocampal subregions after acute sleep deprivation. **A** Immunofluorescent images of c-Fos expression in NSD and SD hippocampus. **B** Comparison of area normalized c-Fos expression between NSD (*n* = 5) and SD (*n* = 6) groups from the entire hippocampus (1) and within different subregions (2): CA1, CA3, and superior and inferior blades of Dentate Gyrus (DGsup and DGinf). Data are shown as mean ± standard error of the mean (SEM). Unpaired two-tailed t test for B_1_: NSD = 180.64 ± 11.53, SD = 408.39 ± 14.27, t (9) = 12.05, *p* < 0.0001. Multiple unpaired t tests for B_2_: CA1: NSD = 161.50 ± 17.15, SD = 1072.02 ± 26.98, t (9) = 27.10, *p* < 0.00001; CA3: NSD = 142.53 ± 6.97, SD = 218.99 ± 14.11, t (9) = 4.54, *p* = 0.0014; DGsup: NSD = 176.18 ± 11.26, SD = 131.76 ± 6.58, t (9) = 3.56, *p* = 0.0061; DGinf: NSD = 289.11 ± 51.80, SD = 99.07 ± 6.38, t (9) = 4.02, *p* = 0.0030

We then asked whether a specific cell type within each subregion is selectively activated by sleep deprivation. To answer that question, we performed co-staining with c-Fos and cell-type specific markers (NeuN for neurons and Sox9 for astrocytes). Our results suggest that neurons (NeuN+) represent the majority of activated cells in all the subregions while a minor fraction of those c-Fos+ cells in each subregion are astrocytes (Sox9+) (Fig. 2A-B). In addition, depending on the subregion, a variable fraction of activated cells (c-Fos+) was classified as other cell types (e.g. microglia, oligodendrocytes) because they were negative for NeuN and Sox9. To further identify whether those c-Fos+ neurons are excitatory or inhibitory, we performed double labeling against c-Fos and GAD67. Our results indicate that sleep deprivation significantly activates excitatory pyramidal neurons (about 95% of all activated neurons) rather than inhibitory interneurons in all hippocampal subregions (Fig. 2C-D).

**Fig. 2:**
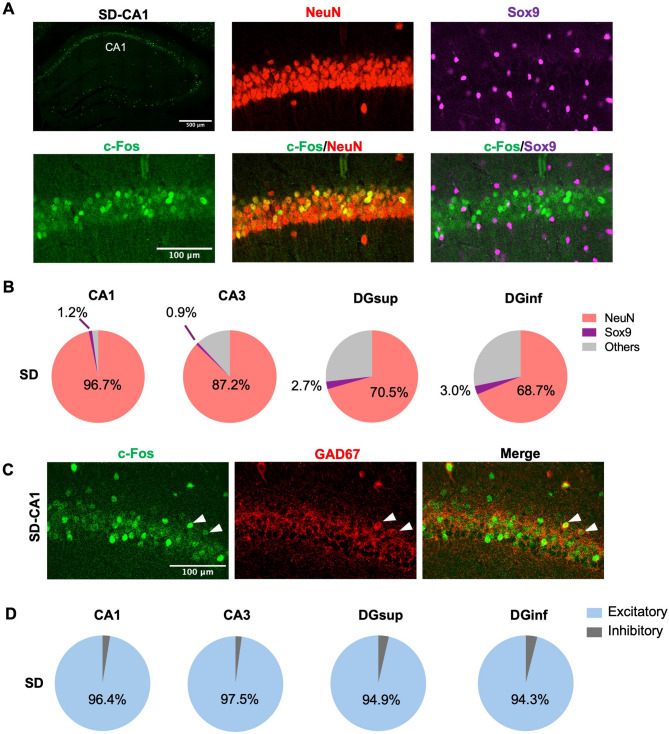
Excitatory neurons are selectively activated by SD. **A** Representative images of c-Fos double labeling with NeuN and Sox9 after SD. **B** Percentage of c-Fos+NeuN + and c-Fos+Sox9 + double labeled cells to the total number of c-Fos+ cells within each subregion in SD (*n* = 3) hippocampus. **C** Representative images of c-Fos double labeling with GAD67 (inhibitory neuronal marker) after SD. **D** Percentage of excitatory and inhibitory neurons to the neuronal population within cell layers of each subregion in SD (*n* = 3) hippocampus

### Repeated SD has similar effects on c-Fos expression

In humans, SD is not usually a singular event, but frequently occurs on multiple nights or a weekly basis. However, how hippocampal neuronal activity is affected by repeated sleep loss remains poorly understood. To address this gap and to determine whether the prominent c-Fos induction in CA1 was due to stochastic neuronal activity or an inherent bias that makes a subset of neurons susceptible to sleep loss, we subjected animals to a repeated SD paradigm (Fig. 3A). In this paradigm animals were subject to SD twice with a 1 week-long recovery between the first and the second SD. This allowed us to determine how repeated SD alters c-Fos expression across hippocampal subregions. A second SD period revealed a similar pattern of c-Fos expression in the hippocampus as a single SD with induction in CA1 and CA3, and a decreasing trend in DG inferior blade compared to the NSD group (Fig. 3B, C). The repeated protocol itself does not have a significant effect on c-Fos abundance within subregions. We observed similar c-Fos expression levels between single and repeated NSD and single and repeated SD groups (1xNSD vs. 2xNSD, and 1xSD vs. 2xSD) within subregions, although the DG region showed decreased c-Fos after repeated NSD (Fig. 3D, E & additional file2: Table S1). These results indicate consistent levels of neuronal activation after each individual SD session. More importantly, the c-Fos induction patterns evident with a single SD were conserved after the second SD: high c-Fos induction in CA1 (7-fold) and a smaller induction in CA3 (3.5-fold).

**Fig. 3:**
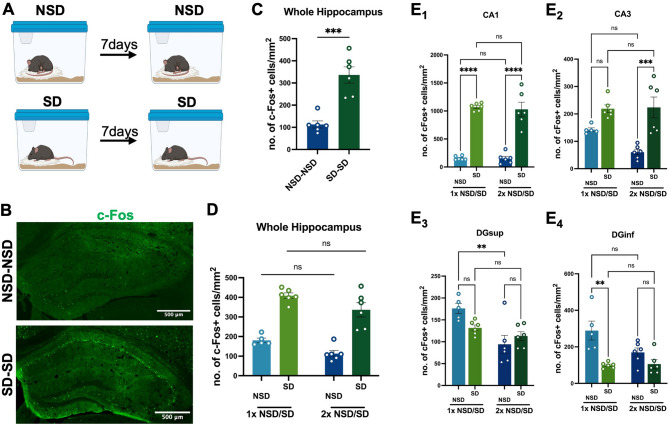
Repeated sleep deprivation induces a consistent pattern of c-Fos expression in the hippocampus similar to a single bout of SD. **A** Schematic of repeated sleep deprivation. **B** Immunofluorescent images of c-Fos expression after repeated NSD (NSD-NSD) and repeated SD (SD-SD) in the hippocampus. **C** Comparison of area normalized c-Fos expression between NSD-NSD (*n* = 6) and SD-SD (*n* = 6) whole hippocampus. Unpaired two-tailed t-test: NSD = 113.13 ± 15.84, SD = 336.38 ± 36.42, t (10) = 5.62, *p* = 0.0002. **D**,** E** Comparison of area normalized cFos expression between single (1x NSD/SD) and repeated sleep deprived (2x NSD/SD) hippocampus (**D**) and hippocampal subregions (**E**). Data are shown as mean ± SEM. **D**: Two-way ANOVA shows a significant effect of sleep deprivation (F (1, 19) = 98.43, *p* < 0.0001) and a significant effect of repeat manipulation (F (1, 19) = 9.42, *p* = 0.0063), but no significant effect of interaction (F (1, 19) = 0.01, *p* = 0.9224). **E**: Two-way ANOVA for each subregion: E1: effect of SD (F (1, 19) = 158.5, *p* < 0.0001), ns for effect of repeat manipulation and interaction; E2: effect of SD (F (1, 19) = 29.29, *p* < 0.0001), ns for effect of repeat manipulation and effect of interaction; E3: ns for effect of SD, effect of repeat manipulation (F (1, 19) = 14.23, *p* = 0.0013), effect of interaction (F (1, 19) = 5.57, *p* = 0.0291); E4: effect of SD (F (1, 19) = 19.45, *p* = 0.0003), ns for effect of repeat manipulation, effect of interaction (F (1, 19) = 4.81, *p* = 0.041). Bonferroni post hoc tests were performed for panel **D** & **E** to compare single vs. repeated exposure under SD & NSD conditions, as well as repeated NSD vs. SD c-Fos expression. Detailed 2-way ANOVA analyses results see additional file2: Table S1

Together, the results suggest that SD consistently induces region-specific changes in c-Fos expression and neuronal activation within the hippocampus, with the CA1 and CA3 regions showing increased c-Fos and the DG consistently showing decreased c-Fos expression.

### c-Fos driven RiboTag labels hippocampal neurons activated by sleep deprivation

Although there is a significant induction of c-Fos expression in CA1 pyramidal neurons after both single and repeated SD compared to NSD, the number of c-Fos+ neurons represent a small portion of the total number of CA1 pyramidal neurons. While the results from the repeated SD paradigm suggest that CA1 neurons are activated by SD, it is unknown whether the neurons within CA1 that show c-Fos induction are randomly recruited by individual SD sessions or whether neurons activated by an initial SD period are then more likely to be activated by additional periods of SD. To further characterize the neurons activated by repeated bouts of SD, we took advantage of the fosTRAP system, which can label neurons activated by defined stimuli [28].

**Fig. 4:**
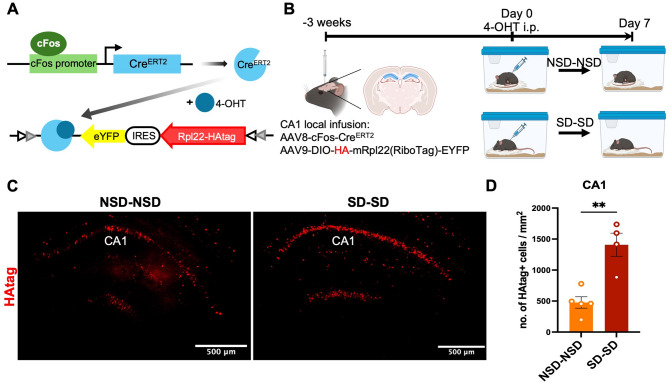
cFos-RiboTag strategy to label activated cells in area CA1. **A** Diagram of the activity (c-Fos)-driven ribosomal tagging (RiboTag) strategy. **B** Diagram of CA1 neuron labeling using c-Fos-RiboTag strategy with repeat sleep deprivation. **C** Representative images of neuron labeling shown as RiboTag (HAtag) expression in the NSD and SD hippocampus. **D** Neuronal labeling efficacy in hippocampal CA1: area normalized HAtag+ cells in NSD (*n* = 5) and SD (*n* = 4) groups. Unpaired two-tailed t-test performed, NSD = 476.91 ± 02.01, SD = 1408.06 ± 186.79, t (7) = 4.79, *p* = 0.0020. Data shown as mean ± SEM

We employed an AAV-based neuron labeling system in which animals were injected intrahippocampally with a cocktail of a c-Fos driven Tamoxifen-dependent Cre vector (AAV8-Fos-ERT2-Cre-ERT2) and a Cre-dependent RiboTag vector (AAV9-EF1a-DIO-HA-mRpl22-IRES-eYFP). Administration of 4-OHT facilitates expression of the tamoxifen-inducible c-Fos-driven Cre recombinase (Cre^ERT2^) upon neuronal activation, which subsequently drives expression of mRpl22-HA (RiboTag) [28, 29] (Fig. 4A) to label CA1 pyramidal neurons. Using this strategy, we first tested CA1 neuronal labeling efficacy, indicated by RiboTag (HAtag) expression, using different labeling durations, 4-OHT doses, and AAV infusion methods (additional file1: Fig. S1 and Fig. 4).

Unlike c-Fos protein itself, which is expressed rapidly following neuronal activation, expression of the c-Fos activation-promoted RiboTag depends on Cre^ERT2^ mediated recombination of loxP sites resulting in subsequent expression of mRpl22-HA (RiboTag) in activated neurons. We first assessed the amount of time needed to get robust expression of HA following 4-OHT delivery and SD or NSD. In a 5 h labeling test (additional file1: Fig. S1A-C), where 4-OHT was administered at ZT0 and tissue was collected after SD or NSD (ZT0-5), we observed only weak expression of the HAtag, and there were no differences between the SD and NSD groups, confirming that the RiboTag marker takes longer to develop. To provide a longer expression window, we waited one week based on previous results showing that repeated sleep deprivation leads to c-Fos activation in CA1 and CA3 that are comparable to a single SD (Fig. 3). Consequently, this approach requires the use of c-Fos-driven RiboTag labeling for neurons activated by an initial period of SD and subsequent c-Fos immunohistochemistry to identify neurons activated by a second period of sleep deprivation. We divided mice into repeated sleep deprivation (SD-SD) or repeated sleep (NSD-NSD) groups. All mice received an injection of 4-OHT at ZT2 of the 1st SD/NSD to drive RiboTag expression in neurons activated during the 5 h of SD/NSD [34]. We also tested two concentrations (15 mg/kg and 50 mg/kg) of tamoxifen and found that a higher dose of 4-OHT (50 mg/kg) was necessary to reflect the proportion of cells activated by SD (additional file1: Fig. S1D-F).

To further optimize RiboTag expression, we targeted the AAV cocktail infusion to hippocampal area CA1 bilaterally. Specific CA1 expression revealed a 3-fold induction of RiboTag expression after SD compared to the NSD group (Fig. 4). The expression level of RiboTag using this CA1 targeting strategy was higher than the number of cells showing c-Fos expression that we observed in both NSD and SD for the single or repeated SD groups (Figs. 1 and 3), particularly for the NSD groups. This could be due to the short half-life (~ 2 h) of c-Fos [43], and consequently the c-Fos protein that was induced in the early stages of the light cycle may not be reliably detectable at ZT5 using IHC in both the NSD and SD conditions, whereas the RiboTag will persist upon neuronal activation. Another factor that is likely to increase RiboTag expression in the NSD group is the unavoidable wakefulness and subsequent c-Fos expression induced by i.p. injection of 4-OHT. Together, these optimization strategies established a method for activity-driven RiboTagging that successfully labels CA1 pyramidal neurons that are activated by SD.

### CA1 pyramidal neurons are reactivated by repeated SD

To answer the previous question of whether subsets of neurons reactivate during repeated SD in the CA1 or whether hippocampal CA1 pyramidal neurons are randomly activated by repeated sleep loss, we performed RiboTag combined with c-Fos immunolabeling. Immunofluorescence was used to identify the cells positive for RiboTag (the neurons that were activated during first SD or NSD) and c-Fos (the neurons that were activated during the second SD or NSD). Cells that are positive for both c-Fos and the HA tag are neurons that undergo reactivation during the second SD period (Fig. 5A). Our analysis showed that about 30% of CA1 neurons activated by the first SD (HAtag positive) were reactivated by the second SD (c-Fos positive; Fig. 5B). Furthermore, of the CA1 pyramidal neurons activated by the second SD (c-Fos+), 40% were previously activated by the first SD (Fig. 5C). To test whether the elevated reactivation observed in the SD-SD group could be explained solely by random overlap due to increased neuronal activation by SD, we calculated the expected overlap (E) under a random activation model in which activation during the second SD is independent of the first, such that the probability that a HA-tagged neuron expresses c-Fos equals the fraction of c-Fos+ neurons in the total cell population. Because the fraction of activated neurons is small, the majority of tagged neurons would be expected to remain c-Fos negative during the second SD if activation were random. Accordingly, expected overlap is calculated based on the number of HAtag + and c-Fos+ cells: $$\:E=n\bullet\:\left(\frac{K}{N}\right)$$, where K is the number of HA-tagged cells, n is the number of c-Fos+ cells, and N is the number of DAPI+ nuclei in the quantified CA1 region for each animal. We then calculated a reactivation index $$\:RI=\frac{O}{E}$$, where O is the observed number of double-labeled cells. The RI was 2.23 ± 0.24 (mean ± SEM, *p*=0.014 one-sample t-test) (addition file2: Table S2), indicating that the observed overlap during repeated SD is over 2-fold higher than the probability of random overlap. These results support non-random reactivation of SD-sensitive neurons across repeated SD exposures. To further examine whether the reactivation depended on SD history and re-exposure, we compared overlap across NSD-NSD, NSD-SD, SD-NSD, and SD-SD conditions (additional file1: Fig. S2). We first confirmed that the sleep state during the first episode did not affect neuronal activation during the second episode, i.e. the second SD induced a similar number of c-Fos+ cells regardless of whether mice experience SD or NSD during the first episode (Fig. S2B). Furthermore, the second SD did not elevate the number of neurons labeled by HAtag from the first SD episode (Fig. S2C). Overlap was highest in SD-SD animals and was significantly lower when SD occurred only once (NSD-SD) or when SD was not present during the second exposure (SD-NSD), indicating that the robust neuronal reactivation we observed require the second round of SD.

We also examined HAtag and c-Fos immunolabeling within the CA1 and found higher overall HAtag and c-Fos expression in proximal CA1, where pyramidal neurons are mainly driven by medial entorhinal cortex projections and involved in spatial information processing [44, 45]. Similar reactivation rates with subsequent SD were observed between the proximal and distal CA1 (additional file1: Fig. S3), which aligns with impaired spatial memory.

**Fig. 5:**
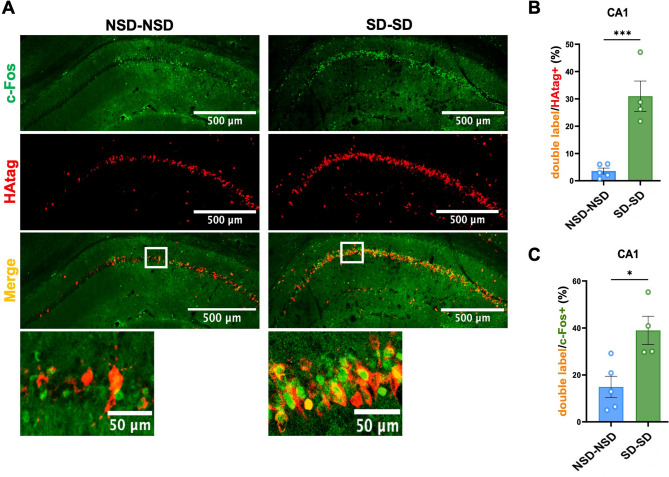
CA1 pyramidal neurons are reactivated by repeated SD. **A** Immunofluorescence images of c-Fos and HAtag double labeling in area CA1 in NSD-NSD and SD-SD groups. **B**,** C** Neuronal reactivation: percentage (%) of double labeled cells / HAtag+ cells (**B**) and double labeled cells / cFos+ cells (**C**) overlap in NSD-NSD (*n* = 5) and SD-SD (*n* = 4) CA1. Unpaired two-tailed t-test. Data shown as mean ± SEM. B: NSD-NSD = 8.82 ± 2.71, SD-SD = 30.97 ± 5.56, t (7) = 5.44, *p* = 0.0064. C: NSD-NSD = 36.02 ± 7.95, SD-SD = 38.96 ± 6.03, t (7) = 3.26, *p* = 0.7866

Overlap in c-Fos and HAtag was minimal in the NSD-NSD group: about 5% of RiboTagged cells during 1st NSD were activated by the 2nd NSD (Fig. 5B), and double-labeled cells make up approximately 15% of the limited population of c-Fos+ cells after the second NSD (Fig. 5C). This overlap is likely due to background RiboTag expression (additional file1: Fig. S1G).

Together, our results confirm that repeated SD results in a greater likelihood that CA1 pyramidal neurons originally activated by SD will be reactivated across repeated SD, suggesting that repeated SD stimulates a similar population of pyramidal neurons in the hippocampal CA1 rather than random neuronal activation.

### Activity-dependent translatome changes in SD-sensitive CA1 neurons

In addition to tagging activated neurons, the RiboTag approach we used also enables the analysis of gene expression and mRNA translation in labeled cells, in our case the activated c-Fos+ neurons, through Translating Ribosome Affinity Purification with RNA sequencing (fosTRAP-seq) [29, 31]. We tagged SD-activated CA1 neurons by subjecting all mice to sleep deprivation on day 0, followed by division into NSD and SD groups on day 7 to induce changes in activity and gene expression (Fig. 6A). Immediately following the second SD or NSD session, actively translating mRNAs from CA1 RiboTag-labeled neurons were isolated using immunoprecipitation with antibodies for the HAtag. This paradigm enables gene expression comparisons within previously tagged SD-activated CA1 neurons under SD and NSD conditions. 

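fosTRAP-seq sequences the mRNAs bound to ribosomes of neurons that expressed Fos during a tagging window. The tagged neurons carry Rpl22, a protein of the large ribosomal subunit, with an HA tag, and an HA antibody on protein A/G magnetic beads pulls their ribosomes out of the CA1 homogenate. All mice were sleep deprived for 5 h on day 0, and on day 7 the SD mice were sleep deprived for 5 h again while the NSD mice were not, with tissue taken at ZT 5. The CA1 of 5 mice was pooled for each library, so the 10 mice per group gave n = 2 libraries per group, and every standard deviation (s.d.) given is a spread between such pools. The sample labels name the dorsal hippocampus of Fos-Cre RiboTag mice as the source, where the paper names microdissected CA1 of mice injected with viral vectors, and the paper's description is used here. The labels also give each library a batch number, 1 or 2, with 1 NSD and 1 SD library in each batch. The authors trimmed low-quality bases, aligned the reads with STAR and assigned them to the genes of Ensembl release 110 on the mouse genome build GRCm39 with the expectation-maximization model of Partek Flow. The deposited values are estimated counts per gene without normalization, and 55.6% of the 28193 genes have at least 1 value that is not a whole number. The counts summed to 162943797 and 153511673 in NSD libraries 1 and 2, and to 181914808 and 195910205 in SD libraries 1 and 2. Libraries of a group differed by far more than counting noise, with a chi-square per degree of freedom of 85.2 between the NSD libraries and 48.2 between the SD libraries. For the tests, counts were rounded to whole numbers, the 22338 genes with more than 5 counts in every library were kept, and libraries were scaled by edgeR's TMM factors, which ran from 0.965 to 1.02. SD was compared with NSD by edgeR's quasi-likelihood test with condition as the only term and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change over 1.2 in either direction, the thresholds of the paper. The library kit keeps the strand of the RNA, but the paper's text does not say whether the counting used it, so genes that overlap on opposite strands carry an uncertainty. Expression is given in CPM, a gene's count scaled to a common library total with the TMM factors. The first principal component of log2 CPM held 70.2% of the variance and placed both NSD libraries on one side (scores -61.8 and -31.3) and both SD libraries on the other (22.0 and 71.1).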

Following TRAP RNA extraction (5 animals pooled per sample), we used an unbiased RNA sequencing approach, aligned raw reads using STAR aligner [36], and identified differentially expressed genes (DEGs) by the criterion of: FDR < 0.05, and fold change > 1.2 or <-1.2 to avoid false positives. 

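Of the 22338 genes tested, edgeR's quasi-likelihood test called 172 higher and 520 lower in SD, so that 24.9% of the calls were higher. With the batch number as a block in the same test, 668 genes were called higher and 1891 lower, and these included all 172 and all 520 of the calls without the block. The counts fell furthest with edgeR's filterByExpr in place of the minimum count, which kept 24323 genes and called 1 higher and 0 lower, although 838 and 2650 genes passed an unadjusted p under 0.05 and the fold change threshold there. The split depended on the kind of gene. Of the 15551 protein-coding genes, 148 were called higher and 84 lower. Of the 1663 genes annotated as TEC, Ensembl's class for transcripts that still need experimental evidence, 7 were called higher and 307 lower, and of the 2610 long non-coding RNA (lncRNA) genes 5 were called higher and 109 lower. The median log2 fold change was 0.018 over the protein-coding genes, -0.010 over the 2045 processed pseudogenes, -0.36 over the lncRNA genes and -1.51 over the TEC genes, and both SD libraries lay below both NSD libraries for 77.8% of the TEC genes, 44.6% of the lncRNA genes and 20.0% of the protein-coding genes, where chance gives 16.7%. TEC genes held 0.273% of the counts in NSD library 1 (95% Wilson confidence interval 0.273% to 0.274%), 0.210% in NSD library 2 (0.210% to 0.211%), 0.157% in SD library 1 (0.156% to 0.157%) and 0.118% in SD library 2 (0.117% to 0.118%), intervals that cover counting error only. The share of higher calls also moved with the scaling and the genes entered. With protein-coding genes only, rescaled among themselves, 51 genes were called higher and 39 lower (56.7% higher). DESeq2 on the same genes as edgeR called 669 higher and 1294 lower, of which 608 and 278 are protein-coding genes, while the calls with the block hold 587 and 512 of them. DESeq2 on the 16973 protein-coding genes of the table, a setting chosen after the data were seen, called 622 higher and 224 lower (73.5% higher) with size factors from all genes, and 330 higher and 283 lower (53.8% higher) with size factors from the protein-coding genes. Of the 852 DEGs in the paper's Table S3, 850 were among the genes tested here, all 850 had the direction the paper gives, and 231 were called by edgeR (148 higher, 83 lower), 714 with the block.

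**Figure D1:**
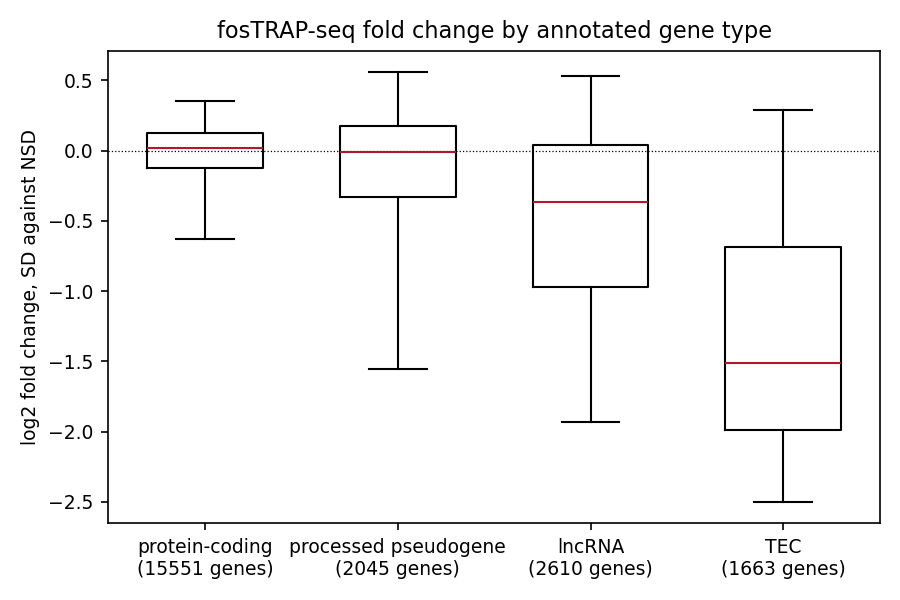
Log2 fold change of SD against NSD (vertical axis) for the genes tested, by annotated gene type (horizontal axis, with the number of genes). Boxes span the quartiles with the median as a red line, and whiskers run from the 5th to the 95th percentile. The medians are 0.018 for protein-coding genes, -0.010 for processed pseudogenes, -0.36 for lncRNA genes and -1.51 for TEC genes.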

From our fosTRAP-seq data, we identified 631 DEGs being upregulated while 221 DEGs being downregulated in RiboTag labeled CA1 neurons (Fig. 6B, additional file2: Table S3). 

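Immediate early genes (IEGs) are transcribed within minutes of neuronal activity. Arc (ENSMUSG00000022602, chromosome 15 from 74540932 to 74544419) rose from 216 ± 24.1 CPM in NSD (s.d., n = 2) to 406 ± 28.3 in SD (s.d., n = 2), a log2 fold change of 0.91 (standard error 0.10, adjusted p = 0.0328 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fosb (ENSMUSG00000003545, chromosome 7 from 19036621 to 19043976) rose from 8.11 ± 1.85 to 12.3 ± 0.336 CPM (log2 fold change 0.60, standard error 0.15, edgeR adjusted p = 0.0711). Homer1 (ENSMUSG00000007617, chromosome 13 from 93436143 to 93541637) rose from 202 ± 24.7 to 270.1 ± 14.4 CPM (log2 fold change 0.42, standard error 0.10, edgeR adjusted p = 0.0610), and Egr1 (ENSMUSG00000038418, chromosome 18 from 34992876 to 34998037) from 161 ± 24.1 to 209.7 ± 1.54 (log2 fold change 0.38, standard error 0.10, edgeR adjusted p = 0.0840). Only Arc of these 4 genes passed the threshold, while all 4 passed it with the batch block, at edgeR adjusted p values of 2.72e-06 for Arc, 0.00115 for Homer1, 0.00388 for Fosb and 0.00433 for Egr1. The block leaves fewer residual degrees of freedom than condition alone, and its calls rest on the batch numbers as pairs. In each of the 4 genes both SD libraries lay above both NSD libraries, an order that chance gives in 16.7% of genes. The log2 fold change of Fosb was 0.42 without NSD library 1 and 0.86 without NSD library 2, and that of Egr1 was 0.27 and 0.54. Fos itself (ENSMUSG00000021250, chromosome 12 from 85520664 to 85524047) did not rise, with 271 and 513 CPM in the NSD libraries and 336 and 375 in the SD libraries (log2 fold change -0.14, standard error 0.24, edgeR adjusted p = 0.827), a value whose sign rests on NSD library 2, since without it the log2 fold change was 0.39. The 28 gene lists and families tested as sets were fixed before the data were examined. However, 9 of them hold genes that the paper names, most of which it had chosen on these same libraries. A list of 44 IEGs had a median log2 fold change of 0.24, with 35 genes above 0 and 27 higher in both SD libraries than in both NSD libraries. Of these genes, 6 were called in the test over all genes, 17 with the batch block and 14 without the block when p was adjusted over the list alone, which is not independent evidence for the 15 that the paper's Table S3 holds. The gene set test camera gave the list an adjusted p of 2.08e-11 over the 28 lists tested (0.114 with fry), and the 29 members outside Table S3 had a median of 0.17 (camera adjusted p = 0.0263). Camera assumes a preset correlation between genes and called 14 of the 28 lists, 8 of them lists of genes that the paper names. Fry, which works from the residuals of these libraries, called 2, an insulin pathway list and the insulin genes that the paper names, both at an adjusted p of 0.0317. The lists of named genes are not independent evidence, and the adjustment over all 28 lets them bear on the adjusted p of the others. With the block fry called 0 lists, with 7 at an unadjusted p under 0.05.

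**Figure D2:**
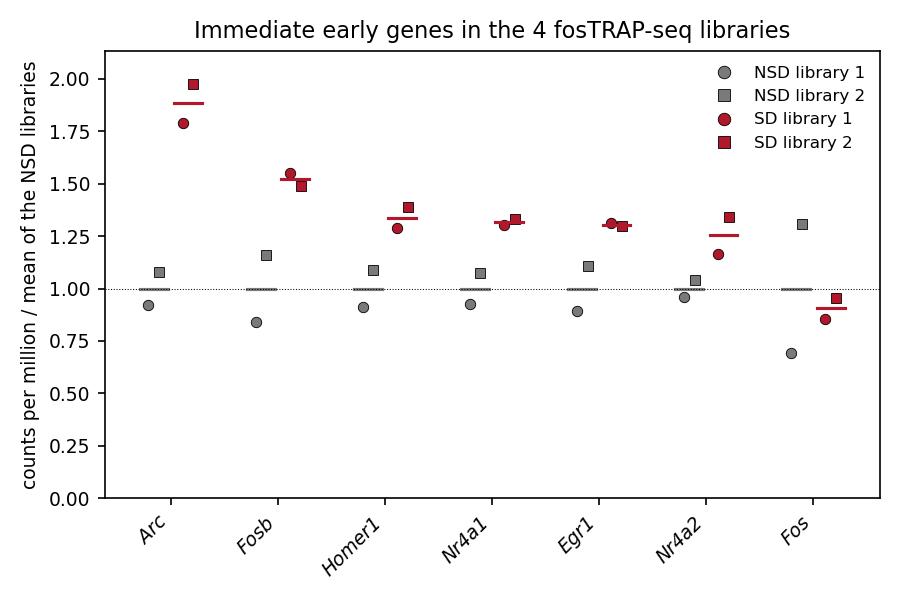
CPM of each library divided by the mean of the NSD libraries (vertical axis) for 7 immediate early genes (horizontal axis). Points are libraries, gray for NSD and red for SD, and short lines are the group means. Both SD libraries lie above both NSD libraries for every gene shown except Fos, where NSD library 2 is the highest of the 4.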

As expected, the IEGs (such as *Fosb*,* Arc*,* Egr1*,* and Homer1*) that are bound for translation are upregulated by sleep deprivation indicating reactivation of certain SD-sensitive CA1 neurons during the repeated sleep loss. We also observed decreased ribosome associated transcripts of *Cirbp*,* Rbm3*, *Srsf5* which have been reported by previous bulk transcription analysis [33, 46].

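Srsf5 (ENSMUSG00000021134, chromosome 12 from 80992278 to 80997281), which encodes a serine/arginine-rich splicing factor, fell from 88.9 ± 1.19 CPM in NSD (s.d., n = 2) to 58.8 ± 6.60 in SD (s.d., n = 2), a log2 fold change of -0.60 (standard error 0.084, edgeR quasi-likelihood adjusted p = 0.0328). Rbm3 (ENSMUSG00000031167, chromosome X from 8005214 to 8012119) fell from 21.2 ± 2.54 to 12.9 ± 0.827 CPM (log2 fold change -0.72, standard error 0.11, edgeR adjusted p = 0.0342), and Cirbp (ENSMUSG00000045193, chromosome 10 from 80001819 to 80008620) from 27.8 ± 1.29 to 20.9 ± 1.74 (log2 fold change -0.41, standard error 0.088, edgeR adjusted p = 0.0481). Rbm3 and Cirbp encode RNA-binding proteins induced by cold. With each library left out in turn, the log2 fold change stayed between -0.71 and -0.47 for Srsf5, -0.81 and -0.59 for Rbm3, and -0.50 and -0.32 for Cirbp. Cirbp crossed the threshold with little room, and with DESeq2's size factors in the edgeR test the log2 fold change of Cirbp had an adjusted p of 0.0524.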

We then separately analyzed the upregulated and downregulated transcripts for the enriched biological processes and functions that were affected by SD against the GO: biological process (GO-BP) and KEGG databases. 

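The paper's Table S4 lists 23 genes under protein dephosphorylation, and all of them had a positive log2 fold change here (median 0.27), with 6 called by edgeR's quasi-likelihood test and 13 with the batch block. Among the dual-specificity phosphatases Dusp1, Dusp4, Dusp5, Dusp19 and Dusp26, Dusp5 (ENSMUSG00000034765, chromosome 19 from 53517540 to 53530862) rose most, from 24.8 ± 2.80 CPM in NSD (s.d., n = 2) to 40.5 ± 0.281 in SD (s.d., n = 2), a log2 fold change of 0.71 (standard error 0.089, edgeR adjusted p = 0.0328). Dusp19 had a log2 fold change of 0.58 (edgeR adjusted p = 0.0397), with 131 exon bases shared with Nup35 on the same strand, and Dusp4 one of 0.40 (edgeR adjusted p = 0.0481). Dusp1, whose exons overlap 38 bases of the more abundant gene Ergic1 on the other strand, was at 0.32 (edgeR adjusted p = 0.0890, 0.0162 with the block). With Ppm1a, Ppm1f, Ptpn1, Ptpn4 and Ptpn11, these 10 genes had log2 fold changes from 0.24 to 0.71, all with both SD libraries above both NSD libraries, and 4 were called, 7 with the block. In protein phosphatase families chosen by gene symbol, the 141 tested members had a median log2 fold change of 0.061, with 92 above 0 (camera adjusted p = 1.05e-04, 0.109 with fry), and without NSD library 2 the median was 0.10. Against protein-coding genes alone, a background chosen after the data were seen, the median was 0.041 and the camera adjusted p 0.0114. The members absent from Table S3 had a median of 0.039 (camera adjusted p = 0.0938). Table S3 was chosen on these same libraries, so leaving its genes out weakens the list by itself and decides nothing. Of all the members, 5 were called over all genes, 16 with the block and 12 without it when p was adjusted over the list alone. For negative regulation of kinase activity, 8 of the 23 genes of Table S4 were called, 15 with the block, and all were higher in SD. Adarb1 (log2 fold change 0.28, edgeR adjusted p = 0.0855) and Dnajc3 (0.29, edgeR adjusted p = 0.0962) passed with the block, at edgeR adjusted p values of 0.0105 and 0.0113, and with DESeq2, at 0.00101 and 0.0169. Pkia (0.26, edgeR adjusted p = 0.0689) stayed just under a fold change of 1.2 in the edgeR fit and passed with DESeq2 (log2 fold change 0.28, adjusted p = 0.00524).
The 27 genes listed under response to insulin had a median log2 fold change of 0.30, with 3 called and 18 with the block. For dendrite development, 2 of 23 genes were called and 16 with the block. For regulation of neurotransmitter secretion the counts were 3 and 9 of 14, and for cognition 4 and 19 of 22. All genes of these 4 terms had positive log2 fold changes. Since the terms were filled with genes chosen on these libraries, their common direction is not independent evidence. Among the genes named for dendrites, secretion and cognition, Ngfr had a log2 fold change of 0.71 (edgeR adjusted p = 0.0913, 0.0100 with the block), Adra2a one of 0.37 (0.0665, 0.0103 with the block), Ccnd2 one of 0.37 (0.0599, 0.00139 with the block) and Nr4a2 one of 0.33 (0.0887, 0.00416 with the block). Lrrk2, Kcnc4, Uba6, Rims3 and Ppp1r9b lay between 0.23 and 0.32. None of them was called by edgeR without the block, and all of them were at an unadjusted p under 0.05. With the block Uba6, Rims3 and Ppp1r9b were called, at edgeR adjusted p values of 0.00831, 0.00657 and 0.0483. Lrrk2 and Kcnc4 stayed under a fold change of 1.2.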

The analyses on the upregulated DEGs revealed strong enrichment in biological processes of protein dephosphorylation (e.g. *Dusp1/4/5/19/26*,* Ppm1a/1f*,* Ptpn1/4/11*), negative regulation of kinase activity (e.g. *Adarb1*,* Dnajc3*,* Pkia*,* Dusp1/19*), response to insulin (e.g. *Akt2*,* Foxo4*,* Gsk3b*,* Irs1/2*,* Capn10*,* Egr1*,* Tsc1*,* Vgf*,* Ptpn1/11*), dendrite development (e.g. *Arc*,* Cobl*,* Mack6*,* Mecp2*,* Ngfr*,* Ppp1r9b*), regulation of neurotransmitter secretion (e.g. *Adra2*,* Cplx2*,* Kcnc4*,* Lrrk2*,* Rim3/4*), cognition (e.g. *Arc*,* Egr1*,* Ccnd2*,* Nr4a2*,* Uba6*) having higher enrichment scores among all altered pathways (Fig. 6C, additional file2: Table S4-1), and the biological functions of longevity regulation and insulin signaling pathways (additional file1, 2: Fig. S4A, Table S5-1). 

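All 20 genes that the paper's Table S4 lists under RNA splicing were lower in SD (median log2 fold change -0.62), 14 of them called by edgeR's quasi-likelihood test and 20 with the batch block. Sfswap (ENSMUSG00000029439, chromosome 5 from 129578285 to 129648448) fell from 40.5 ± 3.08 CPM in NSD (s.d., n = 2) to 30.7 ± 0.758 in SD (s.d., n = 2), a log2 fold change of -0.40 (standard error 0.078, edgeR adjusted p = 0.0405). Cdc40 had a log2 fold change of -0.37 (edgeR adjusted p = 0.0397), with 317 of its exon bases overlapped on the other strand by the more abundant gene Wasf1, and Luc7l2 one of -0.35 (edgeR adjusted p = 0.0491). Rbmx fell less (log2 fold change -0.33) and was not called (edgeR adjusted p = 0.0637), but passed with the block (0.00749) and with DESeq2 (0.0166). Splicing factor families were chosen by gene symbol. Their 116 tested members had a median log2 fold change of -0.049, with 74 below 0 and 9 called (21 with the block, and 15 without it when p was adjusted over the list alone), and camera gave an adjusted p of 0.206 against all genes tested. Table S3 holds 14 of them, and the 102 others had a median of -0.035 (camera adjusted p = 0.917). Since Table S3 was chosen on these same libraries, the weaker value of the others is partly built in. Without NSD library 2 the median of all members was -0.024. Against protein-coding genes alone, a background chosen after the data were seen, the median of all members was -0.070 and the camera adjusted p 1.64e-04. Not every splicing gene fell, since Luc7l rose by 0.30 (edgeR adjusted p = 0.0482).
For negative regulation of angiogenesis, Ptn (ENSMUSG00000029838, chromosome 6 from 36691864 to 36787155) fell from 58.1 ± 2.81 to 45.1 ± 1.87 CPM (log2 fold change -0.37, standard error 0.071, edgeR adjusted p = 0.0400). Krit1, 428 of whose exon bases lie opposite the more abundant gene Ankib1, had a log2 fold change of -0.35 (edgeR adjusted p = 0.0483). The log2 fold changes were larger but noisier for Tie1 (-1.35, standard error 0.34, edgeR adjusted p = 0.0720), Tek (-1.06, standard error 0.30, edgeR adjusted p = 0.0988) and Flt1 (-0.82, standard error 0.19, edgeR adjusted p = 0.0611), and Adgrb3 was at -0.31 (standard error 0.078, edgeR adjusted p = 0.0713). These 4 genes passed with the block, at edgeR adjusted p values of 0.0111, 0.00888, 0.00426 and 0.00440, and with DESeq2, at 0.00519, 0.0119, 7.19e-04 and 0.00784. Without SD library 1 the log2 fold change of Tek was -1.61, and without SD library 2 it was -0.64. That of Tie1 was -1.68 without NSD library 1 and -0.86 without NSD library 2. Tie1, Tek and Flt1 are markers of endothelial cells. A list of 16 endothelial markers had a median log2 fold change of -0.61 (camera adjusted p = 1.90e-06, 0.288 with fry), with all 16 below 0 and 12 lower in both SD libraries than in both NSD libraries. None of them was called in the test over all genes, although 10 passed an unadjusted p under 0.05 and 9 passed when p was adjusted over the list alone, and with the block 9 were called over all genes. Table S3 holds 6 of these markers. The median was -0.92 without SD library 1 and -0.43 without NSD library 2.

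**Figure D3:**
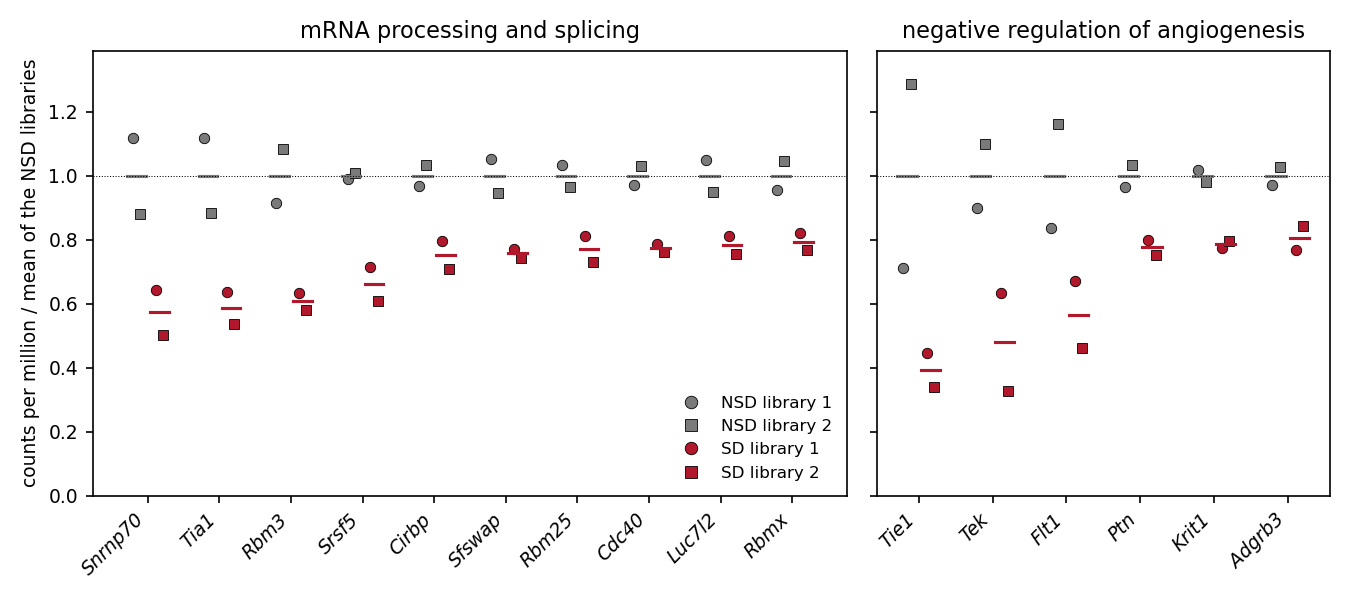
CPM of each library divided by the mean of the NSD libraries (vertical axis) for 10 genes of mRNA processing and splicing (left) and 6 genes of negative regulation of angiogenesis (right) that the paper names. Points are libraries, gray for NSD and red for SD, and short lines are the group means. Both SD libraries lie below both NSD libraries for all genes shown, and the NSD libraries lie farthest apart for Tie1.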

The downregulated DEGs are mainly associated with regulation of mRNA processing and splicing processes (e.g. *Cirbp*,* Rbm3/x*,* Srsf5*,* Luc7l2*,* Cdc40*,* and Sfswap*), as well as negative regulation of angiogenesis (*Adgrb3*,* Flt1*,* Krit1*,* Ptn*,* Tek*,* and Tie1*) (Fig. 6D, additional file2: Table S4-2), and the biological functions of ECM-receptor interaction and spliceosome (additional file1,2: Fig. S4B, Table S5-2).

**Fig. 6:**
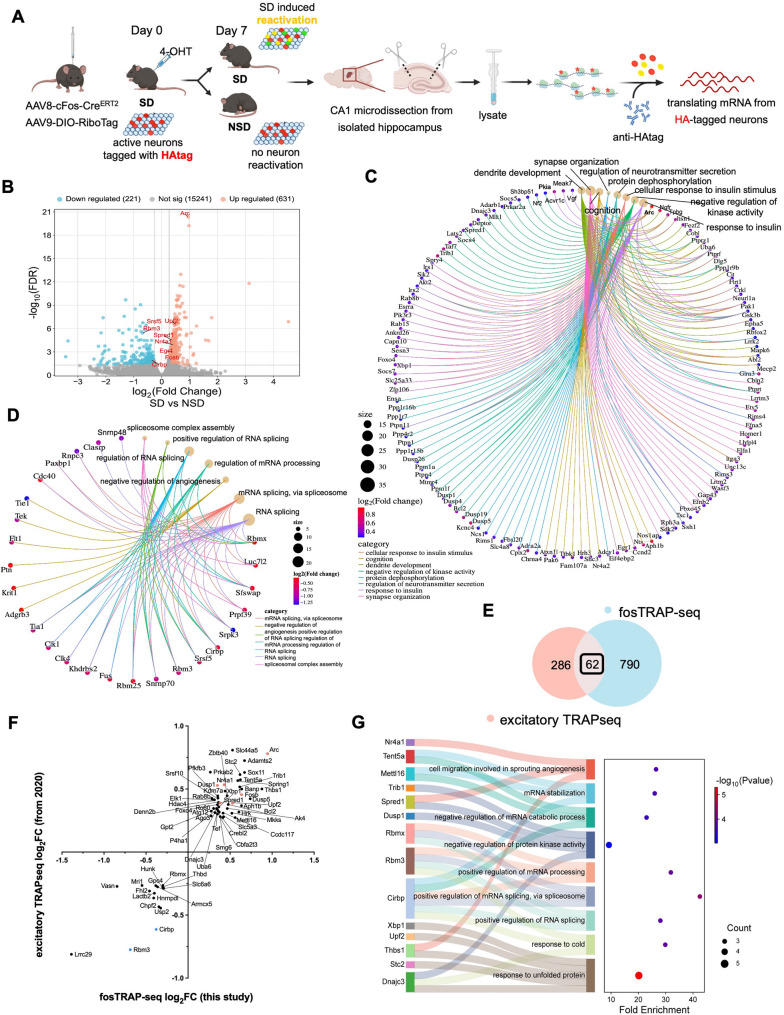
fosTRAP-seq reveals activity-dependent gene expression alteration in SD-sensitive hippocampal CA1 neurons after sleep deprivation. **A** Diagram of translating mRNA extraction from RiboTag labeled CA1 neurons. All mice were sleep deprived on day 0 then randomly divided into NSD and SD groups on day 7. Red: HAtagged neurons from 1st SD; Green: neurons activated during 2nd SD; Yellow: HAtagged neurons reactivated during 2nd SD. *n* = 10 mice/group, CA1 from 5 mice were pooled together for further RNA extraction. **B** Volcano plot of all DEGs (FDR < 0.05, |FC|>1.2) identified in response to sleep deprivation in hippocampal CA1 SD-sensitive neurons. **C**,** D** Cnet plot showing GO biological process (BP) analyzed pathway enrichment (adjusted *p* < 0.05, gene ≥ 3) associated with DEGs significantly upregulated (vull**C**) or downregulated (**D**) after sleep deprivation in SD-sensitive CA1 neurons. Full details of C, D see additional file2: Table S4. **E** Venn diagram representing the number of DEGs overlapped between our fosTRAP-seq results and our previously published (Lyons et al., 2020) excitatory TRAPseq after SD identified 62 common genes, 790 only in fosTRAP-seq and 286 only in excitatory TRAPseq. **F** Quadrant diagram showing comparison of common DEGs between fosTRAP-seq and excitatory TRAPseq. **G** Sankey diagram (left) shows association of overlapped DEGs to the identified GO biological processes (adjusted *p* < 0.05), along with pathway enrichment values as a Dot plot (right). Full details of **G** see additional file2: Table S7

We also compared these data to our previous work performing TRAPseq [31] on bulk hippocampal excitatory neurons from the hippocampus after 5 h of sleep deprivation. There are 62 DEGs overlapped between our fosTRAP-seq and the excitatory TRAPseq and all DEGs share the same directional changes (Fig. 6E-F, additional file2: Table S6). 

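Of the 62 genes in Table S6, 46 are higher and 16 lower after SD in the paper's excitatory TRAPseq values. All 62 were tested here, and the log2 fold change between the fosTRAP-seq groups had the direction of the excitatory TRAPseq value for every one. This held with the replicate block, with DESeq2, with its size factors in edgeR, without the count filter, with filterByExpr and without any single library. The smallest change was 0.23 in size. Both SD libraries lay beyond both NSD libraries in that direction for all 62, where chance gives 16.7%, although these genes had been chosen for their difference in the same libraries. edgeR's quasi-likelihood test called 31 of the 62 (22 higher, 9 lower), and 57 with the batch block. DESeq2 called 61 and edgeR without the count filter 13. With edgeR's filterByExpr 0 were called, and all 62 were at an unadjusted p under 0.05. Across these genes, which are not independent replicates, the log2 fold changes here and the paper's excitatory TRAPseq values had a Pearson r of 0.93, which describes genes selected for a difference in both datasets.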

Among the common DEGs, IEGs (including *Fosb*,* Arc*,* Homer1*,* Nr4a1*), *Upf* 2 (regulator of nonsense mediated mRNA decay), and *Spred1* (negative regulation of kinase activity/protein phosphorylation) are upregulated in both datasets. 

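Upf2 (ENSMUSG00000043241, chromosome 2 from 5956280 to 6061514) rose from 41.1 ± 1.92 CPM in NSD (s.d., n = 2) to 57.9 ± 1.89 in SD (s.d., n = 2), a log2 fold change of 0.50 (standard error 0.070, edgeR quasi-likelihood adjusted p = 0.0328), where the paper's excitatory TRAPseq value is 0.39. Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101152150 to 101172676) rose from 97.9 ± 10.3 to 129 ± 1.74 CPM (log2 fold change 0.40, standard error 0.083, edgeR adjusted p = 0.0472), against the paper's 0.53 in excitatory neurons. Spred1 (ENSMUSG00000027351, chromosome 2 from 116951855 to 117012760) rose from 167 ± 6.20 to 212 ± 0.541 CPM (log2 fold change 0.35, standard error 0.072, edgeR adjusted p = 0.0464), against the paper's 0.39. The paper's excitatory TRAPseq values are 0.78 for Arc and 0.45 for Fosb, and Table S6 does not list Homer1.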

The *Cirbp* and *Rbm3* genes, involved in RNA splicing and mRNA processing regulation, are downregulated from the two datasets. 

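In the fosTRAP-seq libraries Rbm3 had 19.4 and 23.0 CPM in NSD and 13.4 and 12.3 in SD, and Cirbp 26.9 and 28.7 in NSD and 22.1 and 19.7 in SD, so the groups did not overlap for either gene. The paper's excitatory TRAPseq log2 fold changes are -0.78 for Rbm3 and -0.61 for Cirbp. From the genes altered in both datasets, and because the neurons were tagged in the first SD and isolated after the second, the paper proposes that the tagged neurons were active again in the second SD. Its direct evidence for this is the double labeling of CA1 cells for the HA tag and c-Fos, which the sequencing does not test.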

GO-BP analysis indicates that protein phosphorylation, mRNA splicing and processing processes are shared in both datasets (Fig. 6G, additional file2: Table S7). Because neurons were tagged during the first SD and isolated after the second SD, the presence of these previously reported SD-altered genes suggests that the tagged neurons were reactivated and exhibited SD-associated gene expression changes during the second SD episode. This observation aligns with our cellular reactivation data and supports the interpretation that SD-activated neurons are repeatedly engaged by sleep loss. We also compared distinct DEGs between the two datasets and KEGG analysis revealed that biological functions of insulin-signaling pathway, longevity regulation pathway, and focal adhesion enriched specifically in our fosTRAP-seq, while melanogenesis and apoptosis are altered only in excitatory TRAPseq (additional file1,2: Fig. S5, Table S8). DEGs not reported in previous study may reflect molecular responses associated with repeated SD. The shared and unique DEGs between the two datasets further validate the reliability and robustness of our fosTRAP-seq method.

Taken together, our fosTRAP-seq enables subregion-specific analysis of activity-dependent translatome alterations in SD-vulnerable neurons. These alterations involve pathways related to post-transcriptomic and translational regulation, synapse connection, neuron development, and insulin signaling.

## Discussion

The hippocampus is a structurally distinct and functionally diverse brain region, comprised of interconnected subregions that contribute uniquely to memory encoding processes [7–9]. To better understand how sleep deprivation affects hippocampal function, we investigated c-Fos expression patterns across different hippocampal subregions. In this study, we sleep-deprived animals from ZT0-ZT5 by gentle handling and examined hippocampal subregional c-Fos expression after single and repeated SD. Results indicated that c-Fos expression is altered differently among hippocampal subregions: CA1, particularly proximal CA1, shows the most robust c-Fos induction; CA3 shows a moderate activity increase; and the DG shows reduced c-Fos expression. (Figures 1, 2 and 3). Using the c-Fos driven RiboTag labeling system, we observed 30% to 40% overlap ratio between neurons activated during the first and second SD and confirmed that CA1 pyramidal neurons are reactivated by repeated sleep loss (Figs. 4 and 5). We then performed fosTRAP-seq and revealed translatome changes in RiboTag labeled CA1 neurons that are activated by sleep deprivation (Fig. 6).

Sleep deprivation can be induced by different techniques, including gentle handling, novel object exposure, cage change, and automated moving treadmill or rotating wheel paradigms, each serving different experimental purposes and induces stress to different extent [47, 48]. Methods involving object and environmental novelty may engage hippocampal neuronal ensembles and influence activity-dependent markers such c-Fos. In contrast, the gentle handling protocol used here maintains wakefulness without introducing salient contextual stimuli or any direct interaction with the animal. Previous studies show that, following habituation, gentle handling does not significantly alter hippocampal plasticity, sleep/wake architecture, or basal stress hormone [49]. Although corticosterone increases have been reported after gentle handling induced SD, blocking corticosterone synthesis does not rescue SD-induced memory deficits, suggesting stress is not the primary driver of the memory impairments [50]. Consistent with this research, recent work demonstrates that gentle handling elicits less hippocampal c-Fos activation than novelty based deprivation methods [51]. Thus, we employed the gentle handling protocol to minimize potential confounding effects associated with stress, direct animal interactions and environmental novelty.

In the present study, we observed distinct patterns of neuronal activation among hippocampal subregions caused by sleep deprivation. Hippocampal neuronal activation is regulated by coordinated interactions among glutamatergic, GABAergic, serotonergic, and noradrenergic systems, and regional differences in receptor expression may account for distinct c-Fos activation patterns. During sleep deprivation, there are a multitude of changes in neurotransmitter systems and signaling that differ between areas of the cornu ammonis and dentate gyrus [52, 53]. Of note, locus coeruleus-derived norepinephrine release is elevated during SD and is known to induce c-Fos expression and enhance CA1 pyramidal neuron excitability via β-adrenergic signaling [54–56]. Consistent with this, our fosTRAP-seq data show that CA1 neurons are enriched for *Adrb1* relative to *Adrb2* and *Adrb3*, suggesting elevated β_1_-adrenergic receptor expression enhances sensitivity to norepinephrine and promotes c-Fos activation via cAMP-CREB signaling. This differential pattern of neuronal activation is consistent with previous spatial transcriptomic studies, which identified unique gene expression changes and enriched molecular functions specific to hippocampal subregions after SD [52, 57] and adds to a growing literature emphasizing the heterogeneity of SD effects in various hippocampal subregions. However, our findings differ from a recent study by Sarma and colleagues (2025), which reported that 3 h, but not 6 h, of gentle handling sleep deprivation alters c-Fos expression across hippocampal subregions [51]. In contrast, our 5 h sleep deprivation paradigm produced a more robust increase in c-Fos, particularly in CA1, which may reflect the higher sensitivity of immunofluorescence compared with DAB-based immunohistochemistry. 

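Over the 4 fosTRAP-seq libraries, Adrb1 (ENSMUSG00000035283, chromosome 19 from 56710631 to 56721545) had 29.9 ± 0.815 CPM (s.d., n = 4) and Adrb3 (ENSMUSG00000031489, chromosome 8 from 27715804 to 27740644) 0.727 ± 0.115. These means rest on 4712 to 5608 counts per library for Adrb1 and 95 to 147 for Adrb3. Adrb1 exceeded Adrb3 by a factor of 42.0 ± 7.38 (s.d., n = 4), from 33.7 in NSD library 1 to 49.6 in NSD library 2. Divided by exon length (3382 bases for Adrb1 and 5719 for Adrb3), the ratio was 71.1 ± 12.5 (s.d., n = 4). The antisense lncRNA Gm45470 overlaps 44.4% of the exon bases of Adrb3, so some of the Adrb3 counts are uncertain. Neither gene was called between SD and NSD, with log2 fold changes of 0.037 for Adrb1 and -0.026 for Adrb3 (edgeR quasi-likelihood adjusted p = 0.853 and 0.982). The sign of the Adrb3 value changed without the count filter and with DESeq2 on the protein-coding genes, and with single libraries left out. The values compare Adrb1 and Adrb3 within the immunoprecipitated RNA, in which markers of other cells were counted as well, and no library of unselected RNA is there to compare with.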

Notably, our c-Fos expression pattern is consistent with prior genomic, translational, and behavioral studies showing upregulation of c-Fos and other IEGs after 5 h of sleep deprivation [31, 33, 46]. This same 5 h gentle-handling protocol reliably induces hippocampus-dependent memory deficits and synaptic plasticity alterations [12, 14] without elevating corticosterone or confounding behavioral stress effects [49, 50]. Together, these findings suggest that sleep-loss duration is a critical determinant of hippocampal c-Fos responses, with 5 h representing a key time point at which molecular, electrophysiological, and behavioral consequences of sleep deprivation converge.

Utilizing a viral c-Fos-RiboTag active neuron tagging approach [28, 29], we successfully captured the robust induction of CA1 neuronal activation and identified a population of CA1 pyramidal neurons that is repeatedly activated by sleep deprivation. Our approach labeled a substantial number of activated neurons compared to a previous study that reported minimal labeling of CA1 neurons following sleep deprivation using a fosTRAP transgenic mouse model [58]. Our results demonstrate over 30% overlap between c-Fos + and RiboTag-labeled neurons across repeated sleep deprivation events (Fig. 5). This represents a significant overlap of neuronal activation after repeated SD comparable to the hippocampal engram reactivation rate observed using IEG-dependent tagging methods (e.g. TRAP2 and Tet-tag) during memory consolidation and retrieval, which typically ranges from 5 to 20% [52, 59–61]. The reactivation of CA1 pyramidal neurons suggests the existence of a stable SD-responsive neuronal ensemble that can be reactivated by repeated bouts of SD. Unlike classical memory engrams that encode external experiences through activity-dependent synaptic strengthening, this population appears to represent a state-dependent neuronal population that is more likely to be reactivated by subsequent sleep loss. The reactivation of neurons across SD episodes raises the possibility that activation of those ensembles or subpopulations of neurons may mediate the molecular and functional consequences SD on hippocampal circuits.

c-Fos expression is widely used as indicator of engram activation and reactivation in hippocampus-dependent memory formation and consolidation. In CA1, higher neuronal place field preference, place field activity, stability of spatial maps, and more precise spatial information decoding is found in the neurons that were c-Fos positive during spatial learning tasks [62]. The strong activation of CA1 neurons during SD with c-Fos expression, despite the absence of learning, raises the question of the functional significance of CA1 neuronal activation under sleep loss. Several hours of sleep deprivation following learning similarly induces CA1 c-Fos expression and impairs memory consolidation [51, 52], implying that sleep loss may either recruit neuronal populations distinct from memory engrams or aberrantly activates learning-related ensembles while disrupting gene expression, protein synthesis, or sharp-wave ripple-mediated replay [63–65]. Future experiments comparing whether learning and sleep deprivation activates a similar population of CA1 pyramidal neurons could be helpful in answering this question. Together, these observations highlight a sleep deprivation-responsive CA1 ensemble subpopulation and provide a framework for dissecting how aberrant neuronal activation and reactivation contribute to hippocampal dysfunction and memory impairment under chronic sleep loss.

Taking advantage of the cFos-RiboTag labeling strategy with a repeated SD paradigm, we were able to isolate activity-dependent translatome alterations specifically in CA1 neurons activated by sleep loss (c-Fos+). Importantly, all animals experienced the initial SD episode before being assigned to either the second SD or NSD condition. Therefore, the molecular differences observed in our paradigm reflect responses to the second SD episode rather than residual effects from the initial SD exposure. Our fosTRAP-seq analysis identified DEGs that have been reported in previous gene expression studies after acute sleep deprivation [31, 33, 46, 57] supporting the robustness of our repeated SD and neuronal labeling strategy. 

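Cplx2 (ENSMUSG00000025867, chromosome 13 from 54519162 to 54531730), which encodes complexin 2, rose from 964 ± 83.2 CPM in NSD (s.d., n = 2) to 1514 ± 22.6 in SD (s.d., n = 2), a log2 fold change of 0.65 (standard error 0.11, edgeR quasi-likelihood adjusted p = 0.0363). Rims4 (ENSMUSG00000035226, chromosome 2 from 163701671 to 163760603) rose from 143 ± 1.13 to 195 ± 2.44 CPM (log2 fold change 0.44, standard error 0.069, edgeR adjusted p = 0.0355). Slc4a8 (log2 fold change 0.30, standard error 0.088, edgeR adjusted p = 0.106) was not called, but passed the threshold with the batch block (edgeR adjusted p = 0.0101) and with DESeq2 (0.00276). Of the adenylyl cyclase genes, Adcy1 (ENSMUSG00000020431) rose from 2546 ± 60.7 to 3220.4 ± 34.9 CPM, a log2 fold change of 0.34 (standard error 0.11, edgeR adjusted p = 0.140, 0.0184 with the block), with both SD libraries above both NSD libraries. Adcy8 (ENSMUSG00000022376) was at 46.7 ± 1.05 CPM in NSD and 42.9 ± 3.23 in SD (log2 fold change -0.12, standard error 0.075, edgeR adjusted p = 0.448). Both SD libraries lay below both NSD libraries for Adcy8, and Table S3 does not list it. With each library left out in turn, its log2 fold change lay between -0.19 and -0.047. Of the genes for dendrite development, Cobl had a log2 fold change of 0.34 (edgeR adjusted p = 0.0697, 0.00237 with the block), while Mapk6, to which the symbol Mack6 was matched (0.23, edgeR adjusted p = 0.0994), stayed under a fold change of 1.2.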

We reported upregulated translation of transcripts involved in synaptic vesicle exocytosis (e.g. *Cplx2*,* Rims4*,* Slc4a8*), regulation of synaptic plasticity (e.g., *Arc*,* Egr1*,* Adcy1/8*), and dendrite development (e.g. *Arc*,* Cobl*,* Mack6*,* Mecp2*) all of which are essential for memory consolidation. In contrast, transcripts associated with mRNA splicing and processing (e.g., *Rbm3/25*,* Rbmx*,* Cirbp*,* Srsf5*,* Luc7l2*,* Tia1*,* Snrnp70*, *Fus*) were markedly downregulated by sleep deprivation. 

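Snrnp70 (ENSMUSG00000063511, chromosome 7 from 45025877 to 45045166), which encodes a protein of the U1 small nuclear ribonucleoprotein, fell from 65.6 ± 11.0 CPM in NSD (s.d., n = 2) to 37.6 ± 6.47 in SD (s.d., n = 2), a log2 fold change of -0.80 (standard error 0.14, edgeR quasi-likelihood adjusted p = 0.0374). Tia1 (ENSMUSG00000071337, chromosome 6 from 86381201 to 86410387) fell from 34.5 ± 5.73 to 20.2 ± 2.44 CPM (log2 fold change -0.77, standard error 0.13, edgeR adjusted p = 0.0363). Rbm25 had a log2 fold change of -0.37 (standard error 0.077, edgeR adjusted p = 0.0454). The NSD libraries themselves differed, with 73.3 and 57.9 CPM for Snrnp70, and the value lay between -0.99 and -0.59 with each library left out in turn. Over these genes and the others named with them in the paper's text, 11 in all, the log2 fold changes ran from -0.80 to -0.33 and 10 were called.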

Activity-dependent protein synthesis is essential for synaptic remodeling and long-term plasticity required for memory encoding and engram stabilization [66, 67]. Disruption of those processes suggests that activation of those SD-responsive ensembles may not support adaptive memory encoding of sleep loss, but instead create a maladaptive molecular environment that interferes with hippocampal plasticity. Consistent with this idea, SD suppresses mTOR-mediated translation initiation and impairs LTP maintenance, which depends on protein synthesis, without affecting induction [10, 13]. In line with these findings, our fosTRAP-seq date reveal disrupted RNA processing and splicing in activated CA1 neurons, changes that could compromise the protein synthesis required to sustain synaptic plasticity and effective memory consolidation. Notably, brief recovery sleep restores IEG expression, protein synthesis, and synaptic plasticity [13, 14, 33], indicating that these alterations are reversible rather than simply a consequence of prolonged neuronal overactivation. Together, based on neuronal reactivation and our fosTRAP-seq data, we hypothesize that SD-activated CA1 neurons represent candidate SD-responsive ensembles that may contribute to the negative consequences of sleep loss through disrupting protein synthesis. However, direct causal testing will be required to determine their precise functional role.

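The paper's text names 16 genes of insulin response and signaling, and all of them had a positive log2 fold change, from 0.23 to 0.38, with both SD libraries above both NSD libraries. Pik3r3 (ENSMUSG00000028698, chromosome 4 from 116078815 to 116160253) rose from 55.2 ± 1.58 CPM in NSD (s.d., n = 2) to 67.7 ± 0.236 in SD (s.d., n = 2), a log2 fold change of 0.29 (standard error 0.065, edgeR quasi-likelihood adjusted p = 0.0516), the lowest adjusted p of the group. Ptprf had a log2 fold change of 0.31 (edgeR adjusted p = 0.0528) and Rps6ka2 one of 0.31 (edgeR adjusted p = 0.0689). Akt2 was at 0.25, Irs1 at 0.24, Irs2 at 0.25, Ppp1r3c at 0.27, Prkab2 at 0.23, Ptpn1 at 0.25 and Ptpn11 at 0.24, with edgeR adjusted p values from 0.0772 for Ppp1r3c to 0.124 for Irs1. Gsk3b (ENSMUSG00000022812, chromosome 16 from 37909363 to 38066446) had 476 and 485 CPM in the NSD libraries and 615 and 524 in the SD libraries (log2 fold change 0.24, standard error 0.10, edgeR adjusted p = 0.229), and its log2 fold change was 0.13 without SD library 1. That of Irs1 was 0.35 without NSD library 1 and 0.16 without NSD library 2. A fold change over 1.2 was reached by 8 of the 16 genes. None of the 16 was called, and 15 were at an unadjusted p under 0.05. With p adjusted over the list alone 7 were called, which is not independent evidence, since the paper chose the genes on these libraries. With the batch block 8 were called and with DESeq2 13. With DESeq2 on the protein-coding genes, the setting chosen after the data were seen, 16 were called with size factors from all genes and 4 with size factors from protein-coding genes.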

Beyond previously reported DEGs identified from excitatory neurons from the entire hippocampus [31], we further detected (Fig. 6) increased translation of genes involved in insulin signaling and insulin resistance pathways, including *Akt2*,* Gsk3β*,* Irs1/2*,* Pik3r3*,* Ppp1r3c*,* Prkab2*,* Ptpn1/11*,* Ptprf*,* and Rps6ka2*. Brain insulin signaling regulates multiple cellular processes including glucose metabolism, cell survival, and synaptic plasticity through PI3K-Akt signaling and downstream phosphorylation of targets such as GSK-3β and mTOR [68]. Disruption of hippocampal insulin signaling such as developing insulin resistance impairs neuroplasticity and spatial memory in rats [69] and overactivation of GSK-3β has been linked to inhibition of hippocampal long-term potentiation [70]. 

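A list of 65 genes of the insulin pathway had a median log2 fold change of 0.10, with 48 genes above 0 and 35 higher in both SD libraries than in both NSD libraries. Camera gave the list an adjusted p of 6.53e-06 against all genes tested, which include the falling TEC and lncRNA genes. Against protein-coding genes alone, a background chosen after the data were seen, the median was 0.078 and the camera adjusted p 4.33e-04. Fry gave 0.0317, or 0.190 with the batch block. Of its members, 1 was called by edgeR's quasi-likelihood test over all genes, Eif4ebp2 (log2 fold change 0.35, edgeR adjusted p = 0.0424), and 7 were called when p was adjusted over the list alone. With the block 7 were called over all genes. The paper's Table S3 holds 15 of the members, and the 50 others had a median of 0.051 (camera adjusted p = 0.0467). With each library left out in turn, the median of the whole list lay between 0.091 and 0.12.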

Consistent with this framework, our fosTRAP-seq data indicate that insulin response pathways, particularly those relate to insulin resistance, are substantially altered in SD-sensitive CA1 neurons. These disruptions may serve as a central mechanism linking SD to interrupted synaptic plasticity, impaired signal transmission and reduced memory performance. Importantly, GSK-3β also participates in different aspects and pathways relevant to the onset and development of Alzheimer’s Disease neuropathology via directly promoting tau hyper-phosphorylation, amyloid production and accumulation, and inflammatory molecules [71]. Additionally, we observed increased translation of *Ttbk1/2* (tau tubulin kinase 1 and 2), kinases that phosphorylate tau at multiple sites and contribute to tauopathy in neurodegenerative disorders [72]. 

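Ttbk1 (ENSMUSG00000015599, chromosome 17 from 46753374 to 46798601) rose from 529.8 ± 25.3 CPM in NSD (s.d., n = 2) to 645 ± 3.88 in SD (s.d., n = 2), a log2 fold change of 0.28 (standard error 0.087, edgeR quasi-likelihood adjusted p = 0.118). Ttbk2 (ENSMUSG00000090100, chromosome 2 from 120563297 to 120681085), which shares 3409 exon bases on the same strand with the less abundant gene Cdan1, rose from 328 ± 8.56 to 404 ± 0.876 CPM (log2 fold change 0.30, standard error 0.079, edgeR adjusted p = 0.0793). Both SD libraries lay above both NSD libraries for both genes. Both passed the threshold with the batch block, at edgeR adjusted p values of 0.0181 for Ttbk1 and 0.00952 for Ttbk2, and with DESeq2, at 0.00107 and 1.05e-04.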

Given that chronic sleep restriction causes hippocampus-dependent memory deficits [73] and promotes tau hyperphosphorylation in both human and rodents [18, 21], our findings suggest a mechanistic continuum whereby repeated acute SD initiates insulin signaling dysfunction and upregulation of tau-related kinases (GSK-3β, TTBK1/2), which, when sustained, may accelerate tau pathology and neurodegeneration in CA1. Collectively, these results highlight insulin signaling dysfunction as a key molecular feature of SD-induced hippocampal impairment and propose a trajectory linking acute sleep loss to chronic sleep restriction-associated tauopathy and increased vulnerability to neurodegenerative disease.

There are several limitations that should be noted with the present study. Despite the minimal novelty induced by sleep deprivation using gentle handling compared with other paradigms, all sleep deprivation paradigms involve sustained wakefulness and ongoing sensory input, and no current method can fully dissociate the effects of sleep loss from accompanying arousal or environmental influences. Therefore, we cannot completely exclude contributions from method-related factors to the observed molecular changes. Additionally, although the present study identifies and molecularly characterizes a CA1 neuronal population that is selectively and repeatedly activated by SD, we did not directly test the behavioral or physiological consequences of manipulating these ensembles. Therefore, whether these SD-activated neurons are necessary or sufficient for mediating SD-induced cognitive and hippocampal impairments remains unresolved. Future studies combining activity-dependent neuron tagging with optogenetic or chemogenetic manipulation, together with electrophysiological and behavioral assays, will be required to establish the causal contribution of this SD-responsive ensemble to hippocampal dysfunction.

For future studies, a direct comparison of gene expression profiles between CA1 pyramidal neurons that are sleep loss sensitive (c-Fos+) and insensitive (c-Fos-) during SD will be important for delineating molecular features that confer selective vulnerability to sleep loss. Similarly, studies investigating other subregions of the hippocampus to repeated SD will be important for defining how distinct hippocampal subregions contribute to circuit-level adaptations to sleep loss.

In conclusion, this study reveals the subregional impact of sleep deprivation on hippocampal neuronal activation, which highlights the importance of spatially segregated analysis to understand the response to sleep loss. The reactivation of CA1 pyramidal neurons after repeated SD supports the premise that certain excitatory neuron populations are particularly susceptible to repeated sleep loss. Using the c-Fos-RiboTag system, we identified activity-driven gene expression alteration at a high resolution in SD-activated CA1 neurons and expanded the understanding of how SD could impair memory consolidation and progress toward chronic sleep restriction induced damages. Our research provides a detailed insight into hippocampal neurons responsive to SD and establishes a foundation for future molecular and functional investigations of neuron subsets activated by sleep loss. Identifying these subsets will help inform strategies to mitigate cognitive deficits associated with SD.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI’s Gene Expression Omnibus repository, GEO Series accession GSE316227, [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE316227] , and DEG accession GSE156925, [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE156925] . Any additional information underlying this article will be shared on reasonable request to the corresponding author.

## Abbreviations

SD: Sleep deprivation
NSD: Non-sleep deprivation
CSR: Chronic sleep restriction
CA1: Cornus Ammonis 1
CA3: Cornus Ammonis 3
DG: Dentate Gyrus
IEG: Immediate early gene
ZT: Zeitgeber time
RT: Room temperature
h: Hour
min: Minute
AAV: Adeno-associated virus
4-OHT: 4-hydroxytamoxifen
i.p.: Intraperitoneally
IHC: Immunohistochemistry
PBS: Phosphate buffer saline
NP40: Nonidet P-40
TRAP: Target recombination in active populations
RiboTag: Ribosome tagging strategy
E: Expected overlap
RI: Reactivation index
TRAPseq: Translating ribosome affinity purification sequencing
ANOVA: Analysis of variance
DEG: Differentially expressed gene
FDR: False discovery rate
GO-BP: Gene ontology – biological process
KEGG: Kyoto encyclopedia of genes and genomes
SEM: Standard error of the mean

## References

[1] Zielinski MR, McKenna JT, McCarley RW. Functions and Mechanisms of Sleep. AIMS Neurosci. 2016;3(1):67–104.28413828 10.3934/Neuroscience.2016.1.67PMC5390528

[2] Adjaye-Gbewonyo D, Ng AE, Black LI. Sleep difficulties in adults: United States, 2020. 2022.35792564

[3] Altevogt BM, Colten HR. Sleep disorders and sleep deprivation: an unmet public health problem. 2006.20669438

[4] Killgore WD. Effects of sleep deprivation on cognition. Prog Brain Res. 2010;185:105–29.21075236 10.1016/B978-0-444-53702-7.00007-5

[5] Zemla R, Basu J. Hippocampal function in rodents. Curr Opin Neurobiol. 2017;43:187–97.28477511 10.1016/j.conb.2017.04.005PMC5690575

[6] Grunwald T, Kurthen M. Novelty detection and encoding for declarative memory within the human hippocampus. Clin EEG Neurosci. 2006;37(4):309–14.17073169 10.1177/155005940603700408

[7] Yassa MA, Stark CE. Pattern separation in the hippocampus. Trends Neurosci. 2011;34(10):515–25.21788086 10.1016/j.tins.2011.06.006PMC3183227

[8] Deuker L, Doeller CF, Fell J, Axmacher N. Human neuroimaging studies on the hippocampal CA3 region - integrating evidence for pattern separation and completion. Front Cell Neurosci. 2014;8:64.24624058 10.3389/fncel.2014.00064PMC3941178

[9] Kesner RP, Rolls ET. A computational theory of hippocampal function, and tests of the theory: new developments. Neurosci Biobehav Rev. 2015;48:92–147.25446947 10.1016/j.neubiorev.2014.11.009

[10] Vecsey CG, Baillie GS, Jaganath D, Havekes R, Daniels A, Wimmer M, et al. Sleep deprivation impairs cAMP signalling in the hippocampus. Nature. 2009;461(7267):1122–5.19847264 10.1038/nature08488PMC2783639

[11] Prince TM, Wimmer M, Choi J, Havekes R, Aton S, Abel T. Sleep deprivation during a specific 3-hour time window post-training impairs hippocampal synaptic plasticity and memory. Neurobiol Learn Mem. 2014;109:122–30.24380868 10.1016/j.nlm.2013.11.021PMC3966473

[12] Walsh EN, Shetty MS, Diba K, Abel T. Chemogenetic Enhancement of cAMP Signaling Renders Hippocampal Synaptic Plasticity Resilient to the Impact of Acute Sleep Deprivation. eNeuro. 2023;10(1).10.1523/ENEURO.0380-22.2022PMC982909836635248

[13] Tudor JC, Davis EJ, Peixoto L, Wimmer ME, van Tilborg E, Park AJ, et al. Sleep deprivation impairs memory by attenuating mTORC1-dependent protein synthesis. Sci Signal. 2016;9(425):ra41.27117251 10.1126/scisignal.aad4949PMC4890572

[14] Havekes R, Park AJ, Tudor JC, Luczak VG, Hansen RT, Ferri SL et al. Sleep deprivation causes memory deficits by negatively impacting neuronal connectivity in hippocampal area CA1. Elife. 2016;5.10.7554/eLife.13424PMC499665327549340

[15] Raven F, Meerlo P, Van der Zee EA, Abel T, Havekes R. A brief period of sleep deprivation causes spine loss in the dentate gyrus of mice. Neurobiol Learn Mem. 2019;160:83–90.29588221 10.1016/j.nlm.2018.03.018PMC6420875

[16] Cirelli C, Tononi G. Effects of sleep and waking on the synaptic ultrastructure. Philos Trans R Soc Lond B Biol Sci. 2020;375(1799):20190235.32248785 10.1098/rstb.2019.0235PMC7209920

[17] de Almondes KM, Costa MV, Malloy-Diniz LF, Diniz BS. Insomnia and risk of dementia in older adults: Systematic review and meta-analysis. J Psychiatr Res. 2016;77:109–15.27017287 10.1016/j.jpsychires.2016.02.021

[18] Simmonds E, Levine KS, Han J, Iwaki H, Koretsky MJ, Kuznetsov N, et al. Sleep disturbances as risk factors for neurodegeneration later in life. npj Dement. 2025;1(1):6.

[19] Konakanchi S, Raavi V, Ml HK, Shankar Ms V. Effect of chronic sleep deprivation and sleep recovery on hippocampal CA3 neurons, spatial memory and anxiety-like behavior in rats. Neurobiol Learn Mem. 2022;187:107559.34808338 10.1016/j.nlm.2021.107559

[20] Giri S, Ranjan A, Kumar A, Amar M, Mallick BN. Rapid eye movement sleep deprivation impairs neuronal plasticity and reduces hippocampal neuronal arborization in male albino rats: Noradrenaline is involved in the process. J Neurosci Res. 2021;99(7):1815–34.33819353 10.1002/jnr.24838

[21] Zhang F, Niu L, Zhong R, Li S, Le W. Chronic Sleep Disturbances Alters Sleep Structure and Tau Phosphorylation in AβPP/PS1 AD Mice and Their Wild-Type Littermates. J Alzheimers Dis. 2023;92(4):1341–55.37038814 10.3233/JAD-221048

[22] Zhao B, Liu P, Wei M, Li Y, Liu J, Ma L, et al. Chronic Sleep Restriction Induces Aβ Accumulation by Disrupting the Balance of Aβ Production and Clearance in Rats. Neurochem Res. 2019;44(4):859–73.30632087 10.1007/s11064-019-02719-2

[23] Jaworski J, Kalita K, Knapska E. c-Fos and neuronal plasticity: the aftermath of Kaczmarek’s theory. Acta Neurobiol Exp (Wars). 2018;78(4):287–96.30624427

[24] Pompeiano M, Cirelli C, Tononi G. Immediate-early genes in spontaneous wakefulness and sleep: expression of c-fos and NGFI-A mRNA and protein. J Sleep Res. 1994;3(2):80–96.10607112 10.1111/j.1365-2869.1994.tb00111.x

[25] Sherin JE, Shiromani PJ, McCarley RW, Saper CB. Activation of ventrolateral preoptic neurons during sleep. Science. 1996;271(5246):216–9.8539624 10.1126/science.271.5246.216

[26] Cirelli C, Pompeiano M, Tononi G. Sleep deprivation and c-fos expression in the rat brain. J Sleep Res. 1995;4(2):92–106.10607147 10.1111/j.1365-2869.1995.tb00157.x

[27] Terao A, Greco MA, Davis RW, Heller HC, Kilduff TS. Region-specific changes in immediate early gene expression in response to sleep deprivation and recovery sleep in the mouse brain. Neuroscience. 2003;120(4):1115–24.12927216 10.1016/s0306-4522(03)00395-6

[28] Guenthner CJ, Miyamichi K, Yang HH, Heller HC, Luo L. Permanent genetic access to transiently active neurons via TRAP: targeted recombination in active populations. Neuron. 2013;78(5):773–84.23764283 10.1016/j.neuron.2013.03.025PMC3782391

[29] Sanz E, Bean JC, Carey DP, Quintana A, McKnight GS. RiboTag: Ribosomal Tagging Strategy to Analyze Cell-Type-Specific mRNA Expression In Vivo. Curr Protoc Neurosci. 2019;88(1):e77.31216392 10.1002/cpns.77PMC6615552

[30] Thompson CL, Wisor JP, Lee CK, Pathak SD, Gerashchenko D, Smith KA, et al. Molecular and anatomical signatures of sleep deprivation in the mouse brain. Front Neurosci. 2010;4:165.21088695 10.3389/fnins.2010.00165PMC2981377

[31] Lyons LC, Chatterjee S, Vanrobaeys Y, Gaine ME, Abel T. Translational changes induced by acute sleep deprivation uncovered by TRAP-Seq. Mol Brain. 2020;13(1):165.33272296 10.1186/s13041-020-00702-5PMC7713217

[32] Delorme J, Wang L, Kuhn FR, Kodoth V, Ma J, Martinez JD, et al. Sleep loss drives acetylcholine- and somatostatin interneuron-mediated gating of hippocampal activity to inhibit memory consolidation. Proc Natl Acad Sci U S A. 2021;118:32.10.1073/pnas.2019318118PMC836415934344824

[33] Vecsey CG, Peixoto L, Choi JH, Wimmer M, Jaganath D, Hernandez PJ, et al. Genomic analysis of sleep deprivation reveals translational regulation in the hippocampus. Physiol Genomics. 2012;44(20):981–91.22930738 10.1152/physiolgenomics.00084.2012PMC3472468

[34] Maciel R, Yamazaki R, Wang D, De Laet A, Cabrera S, Agnorelli C, et al. Is REM sleep a paradoxical state? Different neurons are activated in the cingulate cortices and the claustrum during wakefulness and paradoxical sleep hypersomnia. Biochem Pharmacol. 2021;191:114514.33713640 10.1016/j.bcp.2021.114514

[35] Lein ES, Zhao X, Gage FH. Defining a molecular atlas of the hippocampus using DNA microarrays and high-throughput in situ hybridization. J Neurosci. 2004;24(15):3879–89.15084669 10.1523/JNEUROSCI.4710-03.2004PMC6729356

[36] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[37] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.25516281 10.1186/s13059-014-0550-8PMC4302049

[38] Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. Omics. 2012;16(5):284–7.22455463 10.1089/omi.2011.0118PMC3339379

[39] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13(11):2498–504.14597658 10.1101/gr.1239303PMC403769

[40] Bindea G, Mlecnik B, Hackl H, Charoentong P, Tosolini M, Kirilovsky A, et al. ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics. 2009;25(8):1091–3.19237447 10.1093/bioinformatics/btp101PMC2666812

[41] Tang D, Chen M, Huang X, Zhang G, Zeng L, Zhang G, et al. SRplot: A free online platform for data visualization and graphing. PLoS ONE. 2023;18(11):e0294236.37943830 10.1371/journal.pone.0294236PMC10635526

[42] Delorme JE, Kodoth V, Aton SJ. Sleep loss disrupts Arc expression in dentate gyrus neurons. Neurobiol Learn Mem. 2019;160:73–82.29635031 10.1016/j.nlm.2018.04.006PMC6174112

[43] Kruijer W, Cooper JA, Hunter T, Verma IM. Platelet-derived growth factor induces rapid but transient expression of the c-fos gene and protein. Nature. 1984;312(5996):711–6.6514007 10.1038/312711a0

[44] Lee H, GoodSmith D, Knierim JJ. Parallel processing streams in the hippocampus. Curr Opin Neurobiol. 2020;64:127–34.32502734 10.1016/j.conb.2020.03.004PMC8136469

[45] Neunuebel JP, Yoganarasimha D, Rao G, Knierim JJ. Conflicts between local and global spatial frameworks dissociate neural representations of the lateral and medial entorhinal cortex. J Neurosci. 2013;33(22):9246–58.23719794 10.1523/JNEUROSCI.0946-13.2013PMC3747988

[46] Gaine ME, Bahl E, Chatterjee S, Michaelson JJ, Abel T, Lyons LC. Altered hippocampal transcriptome dynamics following sleep deprivation. Mol Brain. 2021;14(1):125.34384474 10.1186/s13041-021-00835-1PMC8361790

[47] Colavito V, Fabene PF, Grassi-Zucconi G, Pifferi F, Lamberty Y, Bentivoglio M, et al. Experimental sleep deprivation as a tool to test memory deficits in rodents. Front Syst Neurosci. 2013;7:106.24379759 10.3389/fnsys.2013.00106PMC3861693

[48] Suzuki A, Sinton CM, Greene RW, Yanagisawa M. Behavioral and biochemical dissociation of arousal and homeostatic sleep need influenced by prior wakeful experience in mice. Proc Natl Acad Sci U S A. 2013;110(25):10288–93.23716651 10.1073/pnas.1308295110PMC3690840

[49] Vecsey CG, Wimmer ME, Havekes R, Park AJ, Perron IJ, Meerlo P, et al. Daily acclimation handling does not affect hippocampal long-term potentiation or cause chronic sleep deprivation in mice. Sleep. 2013;36(4):601–7.23565007 10.5665/sleep.2556PMC3612265

[50] Raven F, Heckman PRA, Havekes R, Meerlo P. Sleep deprivation-induced impairment of memory consolidation is not mediated by glucocorticoid stress hormones. J Sleep Res. 2020;29(5):e12972.31845433 10.1111/jsr.12972PMC7539978

[51] Sarma A, Ronde M, Smit S, Meerlo P, Havekes R. Does It Matter What Keeps You Awake? Effects of Two Different Sleep Deprivation Methods on Object-Location Memory and Hippocampal c-Fos Expression in Mice. J Sleep Res. 2025:e70079.10.1111/jsr.70079PMC1285612940267993

[52] Wang L, Park L, Wu W, King D, Vega-Medina A, Raven F, et al. Sleep-dependent engram reactivation during hippocampal memory consolidation associated with subregion-specific biosynthetic changes. iScience. 2024;27(4):109408.38523798 10.1016/j.isci.2024.109408PMC10957462

[53] Lopez-Rodriguez F, Wilson CL, Maidment NT, Poland RE, Engel J. Total sleep deprivation increases extracellular serotonin in the rat hippocampus. Neuroscience. 2003;121(2):523–30.14522011 10.1016/s0306-4522(03)00335-x

[54] Cirelli C, Pompeiano M, Tononi G. Neuronal gene expression in the waking state: a role for the locus coeruleus. Science. 1996;274(5290):1211–5.8895474 10.1126/science.274.5290.1211

[55] Bacon TJ, Pickering AE, Mellor JR. Noradrenaline Release from Locus Coeruleus Terminals in the Hippocampus Enhances Excitation-Spike Coupling in CA1 Pyramidal Neurons Via β-Adrenoceptors. Cereb Cortex. 2020;30(12):6135–51.32607551 10.1093/cercor/bhaa159PMC7609922

[56] Liu Y, Cui L, Schwarz MK, Dong Y, Schlüter OM. Adrenergic Gate Release for Spike Timing-Dependent Synaptic Potentiation. Neuron. 2017;93(2):394–408.28103480 10.1016/j.neuron.2016.12.039PMC5267933

[57] Vanrobaeys Y, Peterson ZJ, Walsh EN, Chatterjee S, Lin LC, Lyons LC, et al. Spatial transcriptomics reveals unique gene expression changes in different brain regions after sleep deprivation. Nat Commun. 2023;14(1):7095.37925446 10.1038/s41467-023-42751-zPMC10625558

[58] Yamazaki R, Wang D, De Laet A, Maciel R, Agnorelli C, Cabrera S et al. Granule cells in the infrapyramidal blade of the dentate gyrus are activated during paradoxical (REM) sleep hypersomnia but not during wakefulness: a study using TRAP mice. Sleep. 2021;44(12).10.1093/sleep/zsab17334245290

[59] Tayler KK, Tanaka KZ, Reijmers LG, Wiltgen BJ. Reactivation of neural ensembles during the retrieval of recent and remote memory. Curr Biol. 2013;23(2):99–106.23246402 10.1016/j.cub.2012.11.019

[60] Li J, Jiang RY, Arendt KL, Hsu YT, Zhai SR, Chen L. Defective memory engram reactivation underlies impaired fear memory recall in Fragile X syndrome. Elife. 2020;9.10.7554/eLife.61882PMC767913733215988

[61] Gulmez Karaca K, Brito DVC, Kupke J, Zeuch B, Oliveira AMM. Engram reactivation during memory retrieval predicts long-term memory performance in aged mice. Neurobiol Aging. 2021;101:256–61.33647524 10.1016/j.neurobiolaging.2021.01.019

[62] Pettit NL, Yap EL, Greenberg ME, Harvey CD. Fos ensembles encode and shape stable spatial maps in the hippocampus. Nature. 2022;609(7926):327–34.36002569 10.1038/s41586-022-05113-1PMC9452297

[63] Sadowski JH, Jones MW, Mellor JR. Sharp-wave ripples orchestrate the induction of synaptic plasticity during reactivation of place cell firing patterns in the hippocampus. Cell Rep. 2016;14(8):1916–29.26904941 10.1016/j.celrep.2016.01.061PMC4785795

[64] Girardeau G, Benchenane K, Wiener SI, Buzsáki G, Zugaro MB. Selective suppression of hippocampal ripples impairs spatial memory. Nat Neurosci. 2009;12(10):1222–3.19749750 10.1038/nn.2384

[65] Giri B, Kinsky N, Kaya U, Maboudi K, Abel T, Diba K. Sleep loss diminishes hippocampal reactivation and replay. Nature. 2024;630(8018):935–42.38867049 10.1038/s41586-024-07538-2PMC11472378

[66] Daskin E, Van S, Hafner AS. Local Protein Synthesis at Synapses: A Driver for Synapse Diversification. J Neurochem. 2025;169(11):e70308.41299820 10.1111/jnc.70308PMC12657692

[67] Zaki Y, Cai DJ. Memory engram stability and flexibility. Neuropsychopharmacology. 2024;50(1):285–93.39300271 10.1038/s41386-024-01979-zPMC11525749

[68] He Y, Sun M, Qu M, Lu Y, Yang H, Wang R, et al. Brain Insulin Signaling Pathway Regulation of Hippocampal Neuroplasticity in Neurocognitive Disorders: Mechanisms and Therapeutic Implications. J Integr Neurosci. 2025;24(8):39446.40919624 10.31083/JIN39446

[69] Grillo CA, Piroli GG, Lawrence RC, Wrighten SA, Green AJ, Wilson SP, et al. Hippocampal Insulin Resistance Impairs Spatial Learning and Synaptic Plasticity. Diabetes. 2015;64(11):3927–36.26216852 10.2337/db15-0596PMC4613975

[70] Giese KP. GSK-3: a key player in neurodegeneration and memory. IUBMB Life. 2009;61(5):516–21.19391164 10.1002/iub.187

[71] Lauretti E, Dincer O, Praticò D. Glycogen synthase kinase-3 signaling in Alzheimer’s disease. Biochim Biophys Acta Mol Cell Res. 2020;1867(5):118664.32006534 10.1016/j.bbamcr.2020.118664PMC7047718

[72] Nozal V, Martinez A. Tau Tubulin Kinase 1 (TTBK1), a new player in the fight against neurodegenerative diseases. Eur J Med Chem. 2019;161:39–47.30342424 10.1016/j.ejmech.2018.10.030

[73] Wang X, Chen H, Tang T, Zhan X, Qin S, Hang T et al. Chronic Sleep Deprivation Altered the Expression of Memory-Related Genes and Caused Cognitive Memory Dysfunction in Mice. Int J Mol Sci. 2024;25(21).10.3390/ijms252111634PMC1154633039519186

# Supplementary material for: Repeated sleep deprivation selectively reactivates hippocampal CA1 pyramidal neurons
**Source:** Mol Brain. 2026 Apr 1;19:39. doi: 10.1186/s13041-026-01298-y
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Figure S1**

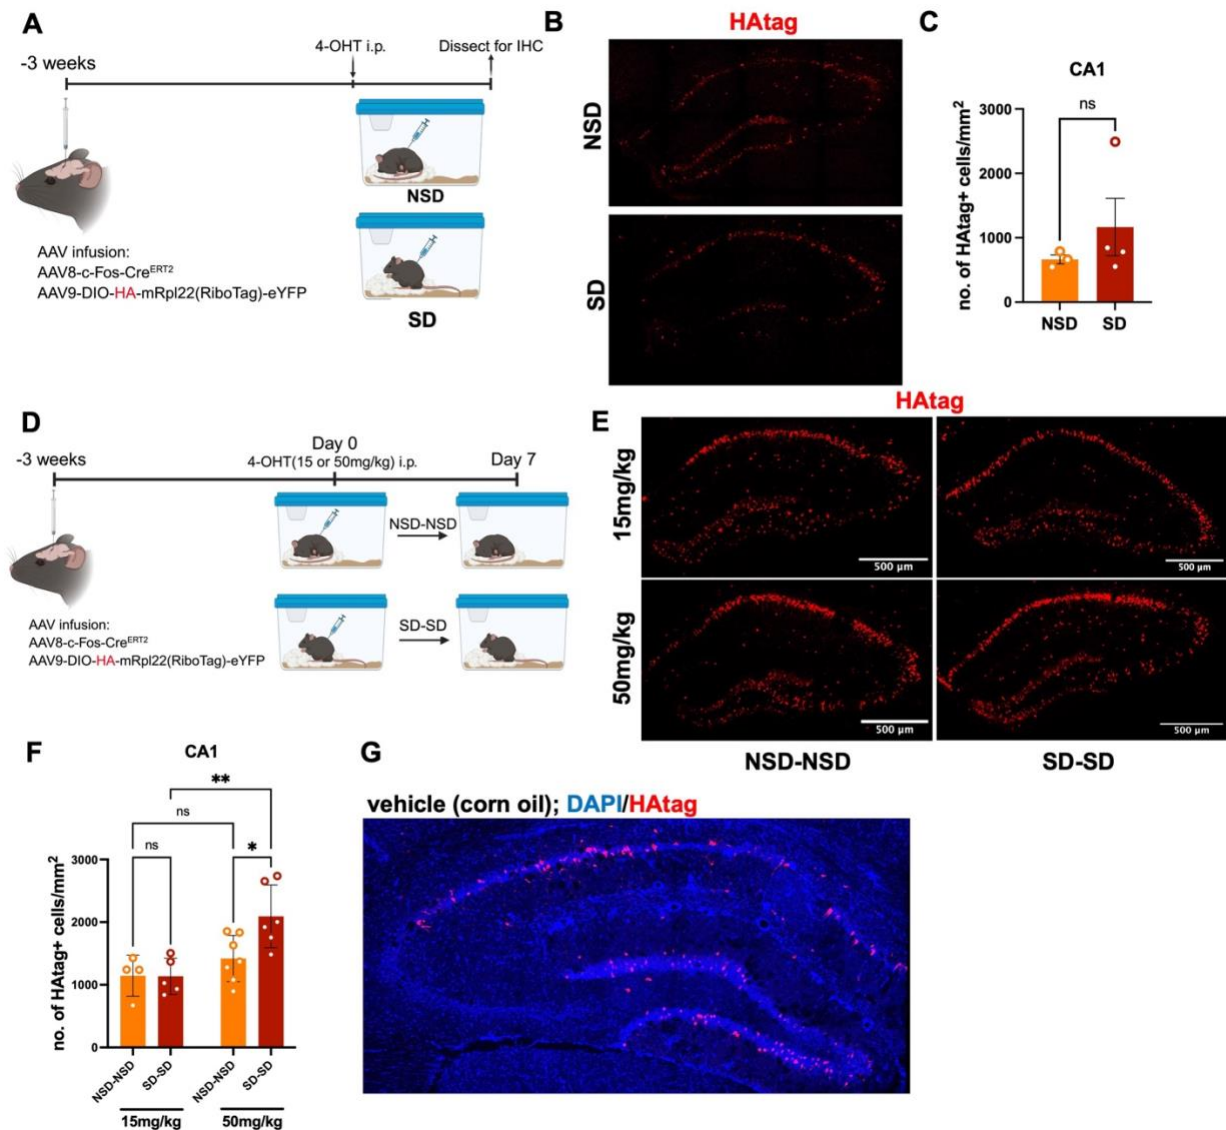

**Figure S1. Supplemental data for RiboTag expression following single and repeated SD. A)**

Schematic of the c-Fos promoted RiboTag expression following 5h of SD. **B)** Representative

image of RiboTag (HAtag) expression in NSD/SD hippocampus. **C)** Comparison of area  
normalized HAtag+ expression between NSD (n=3) and SD (n=4) groups within area CA1.

Unpaired t-test, NSD=48.28±6.60, SD=77.92±19.24, t(6)=0.7073, p>0.05. **D)** Timeline of the

CA1 neuron labeling using the cFos-RiboTag strategy (whole hippocampus infusion) with

repeated sleep deprivation. **E)** Representative images of neuron labeling shown as RiboTag

(HAtag) expression in the NSD and SD hippocampus injected with 15mg/kg or 50mg/kg 4-OHT.

**F)** Comparison of neuronal labeling efficacy in hippocampal CA1: area normalized HAtag+ cells in NSD and SD groups injected with 15mg/kg and 50mg/kg of 4-OHT, n= 4-7 mice in each group. Two-way ANOVA test performed. Data shown as mean  $\pm$  SEM. D: No significant effect of repeated sleep loss ( $F(1,18)=3.815$ ,  $p=0.0665$ ) but a significant effect of 4-OHT dose ( $F(1,18)=13.21$ ,  $p=0.0019$ ) and a significant interaction of repeat manipulation and 4-OHT dose ( $F(1,18)=4.049$ ,  $p=0.0594$ ). Bonferroni post hoc: 15mg/kg: NSD= $1145.54 \pm 168.88$ , SD= $1209.69 \pm 135.90$ ,  $t(18)=0.0384$ ,  $p>0.9999$ ; 50mg/kg: NSD= $1420.40 \pm 139.43$ , SD= $2092.38 \pm 328.09$ ,  $t(18)=3.106$ ,  $p=0.0366$ . 15mg/kg vs 50mg/kg:  $p(\text{NSD})>0.9999$ ,  $p(\text{SD})=0.0044$ . **G)** Representative image of background RiboTag expression ( $\sim 200/\text{mm}^2$ ) in negative control mice injected with vehicle (corn oil) rather than 4-OHT.

## Figure S2

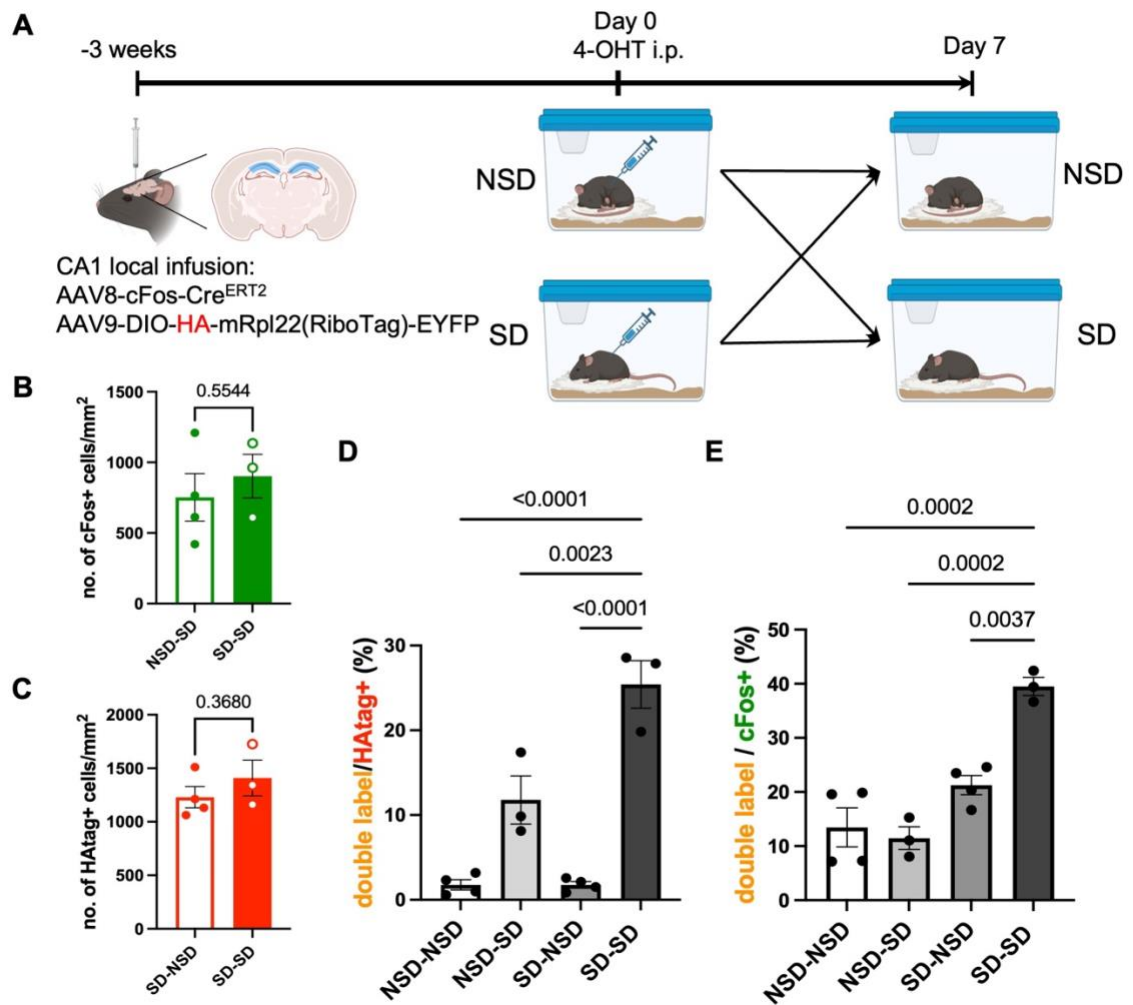

**Figure S2. Repeated SD leads to robust CA1 pyramidal neuron reactivation.** **A)** Diagram of neuronal reactivation comparison among NSD-NSD, NSD-SD, SD-NSD, SD-SD conditions. **B)** Area normalized c-Fos expression in hippocampal CA1 between NSD-SD (n=4) and SD-SD (n=3) groups. NSD-SD=752.0±168.2; SD-SD= 902.3±154.5. **C)** Neuronal labeling (HA-tag expression) in hippocampal CA1 between SD-NSD (n=4) and SD-SD (n=4) groups. SD-NSD= 1229.7±98.74; SD-SD= 1409.6±155.5. Unpaired two-tailed t-test performed for B, C). **D, E)** Neuronal reactivation: percentage (%) of double labeled cells / HA-tag+ cells (D) and double labeled cells / c-Fos+ cells (E) overlap in NSD-NSD (n=4), NSD-SD (n=3), SD-NSD (n=4), and SD-SD (n=3) CA1. D: NSD-NSD=1.76±0.60, NSD-SD=11.78±2.85, SD-NSD=1.77±0.37, SD-

SD=25.42±2.81. E: NSD-NSD=13.45±3.61, NSD-SD=11.47±2.09, SD-NSD=21.26±1.78, SD-SD=39.51±1.67. One-way ANOVA performed for D, E). Data shown as mean ± SEM, p values indicated in figures.

**Figure S3**

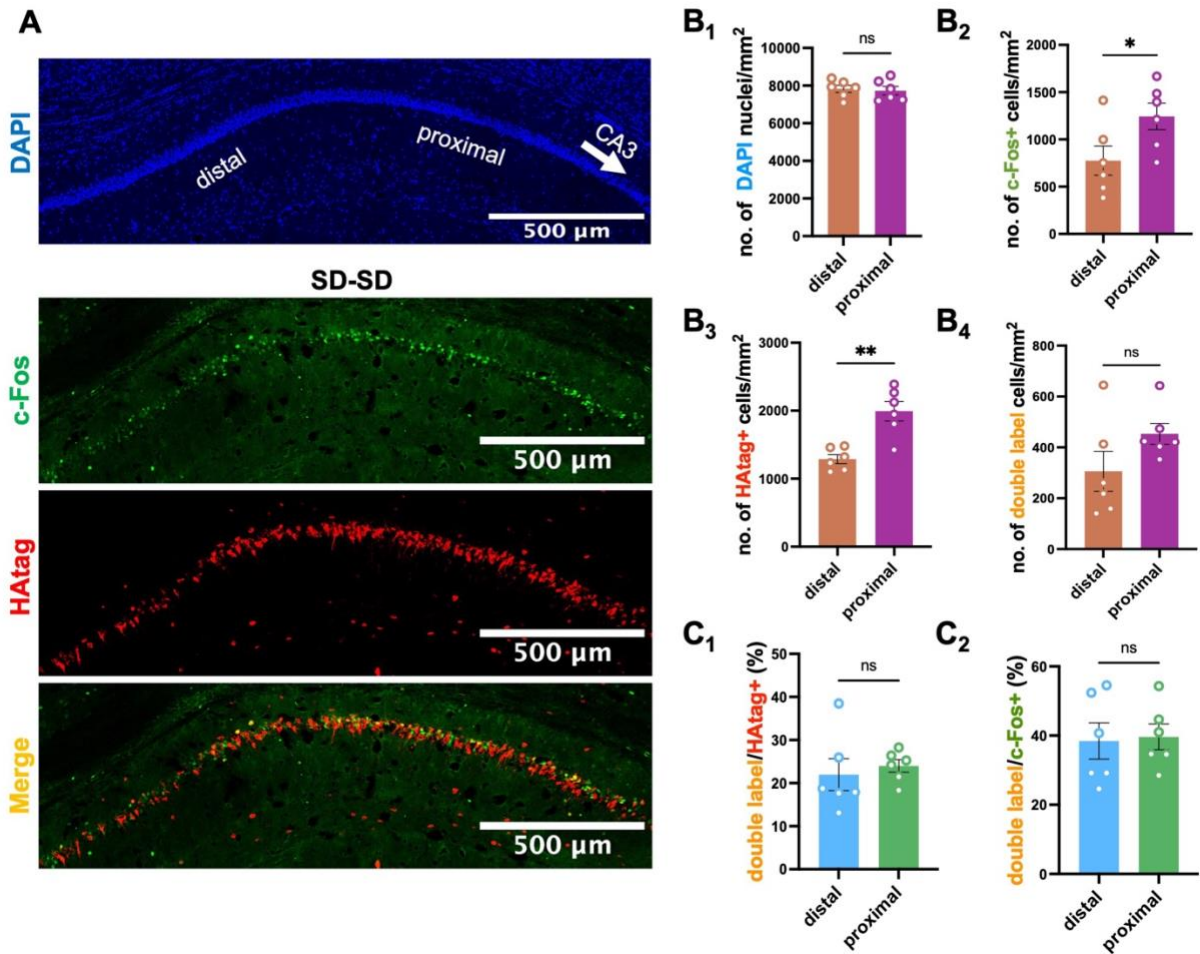

**Figure S3. Proximal CA1 shows greater c-Fos expression than distal CA1 after SD. A)**

Representative image of DAPI, cFos+ and HAtag+ cells in distal vs proximal CA1 in SD-SD

group. **B)** Comparison of area normalized DAPI nuclei (1), c-Fos+ (2), HAtag+ (3), and double labeled (4) cells between distal vs proximal CA1 in SD-SD mice (n=6). Unpaired t-tests. Data shown as mean  $\pm$  SEM.

B1) dCA1=7827.39 $\pm$ 190.20, pCA1=7732.98 $\pm$ 227.45, t(10)=0.32,

p=0.7576. B2) dCA1= 776.04 $\pm$ 154.53, pCA1=1243.15 $\pm$ 140.26, t(10)=2.24, p=0.0491. B3)

dCA1=1287.53 $\pm$ 65.68, pCA1=1993.05 $\pm$ 142.29, t(10)=4.50, p=0.0011. B4) dCA1=305.80 $\pm$ 78.63,

pCA1=452.91 $\pm$ 41.19, t(10)=1.66, p=0.1285. **C)** Comparison of neuronal reactivation rate:

percentage (%) of double labeled cells / HAtag+ cells (1) and double labeled cells / c-Fos+ cells

(2) between distal vs proximal CA1 in SD-SD mice. Unpaired t-tests, data shown as mean  $\pm$  SEM. C1 (%): dCA1=21.97 $\pm$ 3.71, pCA1=23.99 $\pm$ 1.46,  $t(10)=0.51$ ,  $p=0.6230$ . C2 (%): dCA1=38.43 $\pm$ 5.24, pCA1=39.62 $\pm$ 3.73,  $t(10)=0.18$ ,  $p=0.8572$ .

**Figure S4**

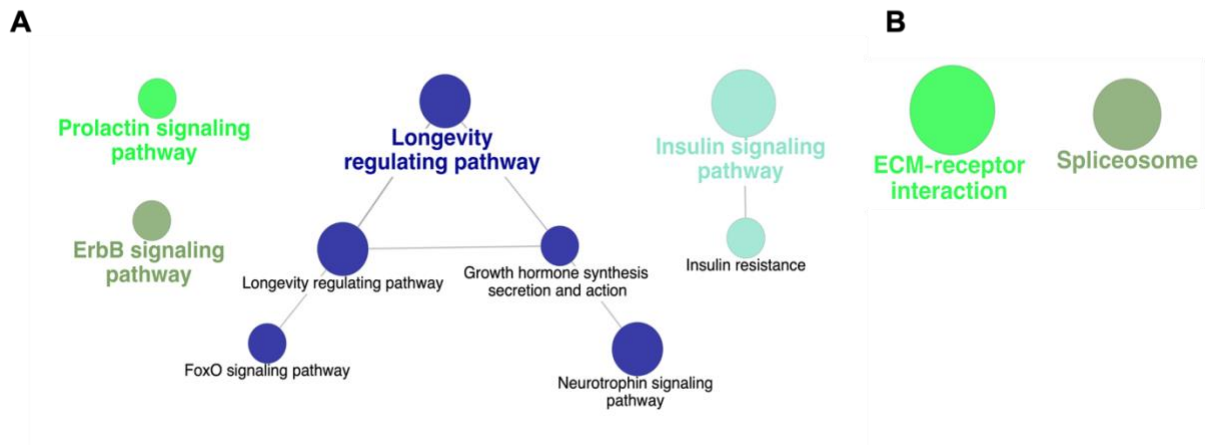

**Figure S4. fosTRAP-seq biological function enrichment analysis. A, B)** Map of KEGG pathways associated with upregulated DEGs (A) and downregulated DEGs (B) after sleep deprivation in SD-sensitive hippocampal CA1 neurons (adjusted  $p < 0.05$ ). Full details of KEGG pathways see additional file2: Table S5.

## Figure S5

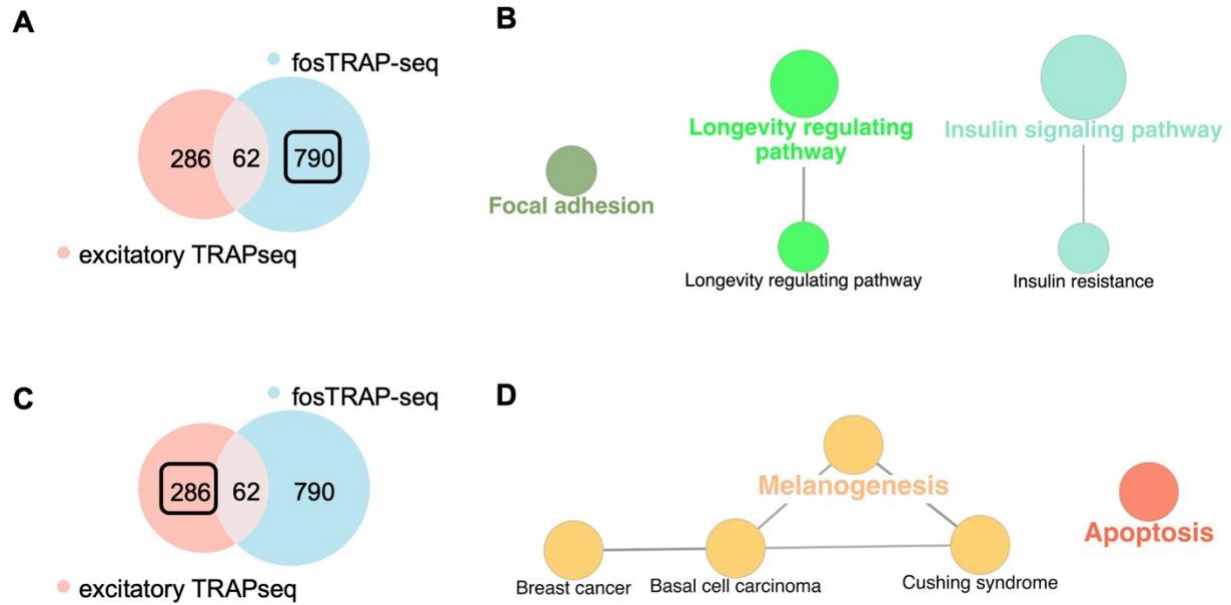

**Figure S5. Comparison between fosTRAP-seq and excitatory TRAPseq.** **A)** Venn diagram representing DEGs specific to fosTRAP-seq analysis. **B)** KEGG pathways (adjusted  $p < 0.05$ ) associated with fosTRAP-seq unique DEGs. **C)** Venn diagram representing DEGs specific to excitatory TRAP-seq analysis. **D)** KEGG pathways (adjusted  $p < 0.05$ ) associated with excitatory TRAPseq unique DEGs. Full details see additional file2: Table S8.

How the deposited data were processed for this re-analysis (not part of the article)

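fosTRAP-seq measured the RNA bound to HA-tagged ribosomes of CA1 neurons that were tagged during 5 h of sleep deprivation on day 0. On day 7 the SD mice were sleep deprived for 5 h again and the NSD mice were not, and the CA1 of 5 mice was pooled for each library, with 2 libraries per group. The authors trimmed the reads, aligned them with STAR to GRCm39 and deposited estimated counts per gene from the expectation-maximization model of Partek Flow with Ensembl release 110, without normalization. The deposited table holds 28193 genes, none with fewer than 10 counts in total, and 55.6% of them have a value that is not a whole number. The totals per library were 162943797 (NSD 1), 153511673 (NSD 2), 181914808 (SD 1) and 195910205 (SD 2), with 26049 to 27455 genes counted at least once. At this depth counting error is small for all but the rarest genes, and the precision is set by the 2 libraries per group.
The estimated counts were rounded to whole numbers. Genes with more than 5 counts in every library (22338 genes) were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, a quasi-likelihood fit with condition as the only term, and Benjamini-Hochberg adjustment. The common dispersion was 0.0296 and the prior degrees of freedom 6.38. A call needed an adjusted p under 0.05 and a fold change over 1.2, as in the paper, which used DESeq2. Values in CPM are counts scaled to a common library total with the TMM factors, and their standard deviations are over libraries. Log2 values of single libraries used a prior count of 2.
Gene lists were tested with camera in limma 3.58.1 on the same design, with fry as the alternative. The lists were 44 immediate early genes, 65 insulin pathway genes, families of splicing factors and protein phosphatases chosen by symbol, markers of endothelial cells and of 11 other cell types or regions, imprinted genes, ribosomal protein genes, genes that check the sex, and the 9 groups of genes that the paper names, 28 lists in all. Benjamini-Hochberg adjustment ran over these lists. These lists, the main settings and the rule for the genes named were set in advance. The rule covers every gene that the paper's text names for fosTRAP-seq, Rpl22, Fos, the genes that check the sex, the 5 genes with the largest rise and the 5 with the largest fall among the calls whose libraries did not overlap between groups, and the called members of the other lists. Results for some of these genes are not reported here. The paper's symbols Mack6, Adra2 and Rim3/4 were matched to Mapk6, Adra2a and Rims3/4. A list of 18 lncRNAs known from the nucleus and a list of 13 genes of plasma and B cells were written after some of their values had been seen.
The labels give each library a batch number that matches its replicate number, so the numbers pair the NSD and SD libraries. The deviations of same-numbered libraries from their group means had a correlation of 0.178 across genes. A fit with this number as a block is one of the alternatives. It leaves fewer residual degrees of freedom than condition alone. Across genes, the difference between SD and NSD had a Pearson r of 0.49 with the difference between batch 2 and batch 1 (0.34 for protein-coding genes). The batch difference therefore shares part of its pattern with the SD difference, and calls that need the block are weaker evidence. The others were DESeq2 1.42.0, DESeq2's size factors in edgeR, no count filter, edgeR's filterByExpr, protein-coding genes only, other fold change thresholds and fry. Further alternatives were list members outside the paper's Table S3, counts per kilobase for Adrb1 and Adrb3, and each library left out in turn. Table S3 was chosen on these libraries, so the members outside it are biased toward no change and are not an independent test. Leaving out a library leaves 1 library in a group, so only effect sizes are given for it. DESeq2 on the protein-coding genes without independent filtering, with size factors from all genes or from the protein-coding genes, and protein-coding genes as the background of the list tests were added after the data had been seen. With 2 libraries against 2, a gene has both SD libraries on a given side of both NSD libraries in 16.7% of cases by chance.
The edgeR and DESeq2 fits were tested on simulated counts drawn with the means and library sizes of these data, in which 199 of the 22075 genes tested had log2 changes of 1 to 2 in size. The edgeR fit called 145 of them (72.9%), 0 with the wrong sign, with 8 false calls, the fit with the block 144 with 12 false calls and DESeq2 140 with 22. Camera gave a simulated list of 40 raised genes a p of 1.44e-58 and 40 unchanged genes a p of 0.895. The simulated gene changes were larger than those of most named genes, and the counts held no batch effect and no correlation between genes. The simulation therefore gives no power for smaller changes, and cannot judge the block or the difference between camera and fry on these data.
Exon positions for overlaps between genes came from the GENCODE annotation of the same genome build. Of the 102 genes named by the rule, 44 have exon bases in common with another gene, and 11 of these overlap a gene with at least 10% of their own count. The GO and KEGG enrichments were not repeated, and the excitatory TRAPseq libraries were not analysed here. The 4 libraries have only 3 splits of 2 against 2, which were all fitted and are too few for a permutation test.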

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

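The tests of nuclear RNA, genomic DNA, the Mest and Copg2 overlap, the spread of Mest between pools and the immunoglobulin counts were chosen only after the results were seen, and the measure of the genomic DNA test was changed more than once after its values had been seen.

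TEC and lncRNA genes, which the paper does not discuss, carried most of the calls. Of the TEC genes, 307 were lower in SD past both thresholds, as were 109 lncRNA genes. Apart from an immunoglobulin gene, the largest falls among the called genes whose groups did not overlap were in the TEC genes Gm49979 (log2 fold change -3.69) and Gm43186 (-3.51), the small nuclear RNA gene Gm24950 (-3.67) and the lncRNA gene 4930545L23Rik (-3.50), whose CPM were under 1 in every library. In 4930545L23Rik, 22 exon bases lie opposite the abundant gene Plcb1. Greater depth of the SD libraries is argued against, since thinning all libraries to the smallest total left the TEC median at -1.48 and the lncRNA median at -0.31. Genomic DNA in the NSD libraries is argued against as the main cause, because it would raise all genes per kilobase of exon alike. Per kilobase, 132 olfactory, vomeronasal and keratin-associated genes fell by 0.00828 CPM, which is 2.84% of the fall of TEC genes inside a protein-coding gene (0.291) and 13.7% of the fall of TEC genes outside such genes (0.0606). Before this measure was used, the total on those 132 genes had given a log2 ratio of -0.30, a fall as well, and the medians of TEC genes outside and inside protein-coding genes had differed by 1.40 (standard error 0.051, over genes and not over pools). What stays open is a larger share of nuclear and unspliced RNA in the NSD libraries. The median log2 fold change was -1.78 for 1028 TEC genes inside a protein-coding gene on its strand and -0.38 for 355 outside, while 617 surrounding genes had a median of 0.040. Across the TEC genes inside, the level per kilobase rose with the level of the surrounding gene (Spearman rho 0.40, across genes, which are not independent replicates). A list of 18 nuclear lncRNAs had a median log2 fold change of -0.94, with 12 lower in both SD libraries. The level also varied within each condition, since the TEC median moved by -0.40 from NSD library 1 to 2 and by -0.61 from SD library 1 to 2, and that of the nuclear lncRNAs by -0.42 and -0.39. This may therefore reflect how each pool was homogenized and purified. An effect of SD on nuclear or unspliced RNA stays among the open explanations and was not tested, and other technical differences between pools were not tested either.

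Mest had the largest rise of all named genes, with a log2 fold change of 3.09 (standard error 0.22, edgeR adjusted p = 0.00892), from 47.3 and 69.6 CPM in the NSD libraries to 406 and 589.7 in the SD libraries. Its neighbor Copg2 had a log2 fold change of 1.75 (edgeR adjusted p = 0.0265). Both are in the paper's Table S3 and are not discussed in its text. A change over the whole region is argued against, because the other 12 protein-coding genes tested within 1 Mb had a median log2 fold change of 0.10, from -0.45 to 0.39. Whether Copg2 rose by itself cannot be told apart from Mest reads counted on it. The genes overlap by 912 bases on opposite strands in the deposited annotation, and by 3850 exon bases in GENCODE, and the strand use in the counting is not stated. Both genes rose in each leave-one-out comparison (2.81 to 3.40 for Mest). Mest and Copg2 are both on the list of imprinted genes. Spread between pools of mice within a condition is argued against for Mest, because its log2 difference between an SD and an NSD library was at least 2.54, against 0.56 between the NSD libraries and 0.54 between the SD libraries, and was 3.10 in batch 1 and 3.08 in batch 2. A rise of Mest with SD stands as a hypothesis, since it was found and tested on the same libraries.

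Immunoglobulin genes took up to 0.346% of the counts of a library (constant genes, SD library 1), which is surprising for RNA from neurons. Ighv1-7 (log2 fold change 2.39), Ighv1-55 (2.07) and Ighv1-59 (1.71) were among the largest rises and Ighv5-9-1 (-5.36) was the largest fall. The value of Ighv5-9-1 rests on NSD library 2, with 8643 counts there against 453, 121 and 138 in NSD 1, SD 1 and SD 2, and without that library it was -1.96. V genes are near-identical copies, so the counting could have split reads between them. RNA of the cell line that makes the HA antibody is argued against as the only source. A clone uses 1 heavy chain V gene, whereas the leading V gene held at most 38.9% of the V gene counts, and the leading gene was Ighv6-3 in NSD library 1 and SD library 1, Ighv5-9-1 in NSD library 2 and Ighv2-9 in SD library 2. A candidate source is plasma cells in the pooled tissue, whose nascent immunoglobulin could bind the protein A/G beads together with its ribosome. The constant gene counts exceeded those of Jchain by a median factor of 169, and no value in the tables says what factor such a capture gives, so the source cannot be told apart here. All 13 genes of the plasma and B cell list had counts in every library. Its most abundant members were Xbp1, which other cell types express as well, and Jchain, with 5868 to 9169 and 2224 to 3217 counts per library. Which V genes lead would differ between pools of mice in that case, and no effect of SD was tested apart from the pools.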

How the results depend on the processing

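The settings were set in advance, apart from both DESeq2 fits on protein-coding genes and the list tests against protein-coding genes, which were added after the data had been seen. The fits on counts need no pseudocount, while the log2 values of single libraries used a prior count of 2.

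The number of calls moved more than any direction. edgeR called 172 genes higher and 520 lower. DESeq2 on the same genes gave 669 and 1294, and shared 172 and 514 of the calls. DESeq2's size factors in edgeR gave 229 and 457. Without the count filter 50 and 80 were called, with filterByExpr 1 and 0 (838 and 2650 at an unadjusted p under 0.05), and among protein-coding genes alone 51 and 39. Under filterByExpr the median prior degrees of freedom fell from 6.38 to 5.40, and the cause of the lower counts under these filters was not tested further. The protein-coding setting tests fewer genes and scales them among themselves. Without a fold change threshold the counts were unchanged, and at a fold change over 1.5 they were 43 and 470. The added fits of DESeq2 on protein-coding genes gave 622 and 224 with size factors from all genes and 330 and 283 with size factors from protein-coding genes. With each library left out in turn, all 172 higher genes kept a fold change over 1.2, and the number of genes lower in SD with fold change still over 1.2 ran from 517, without NSD library 1, to 520.

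With the replicate number as a block, 668 genes were called higher and 1891 lower, and 57 of the 62 common DEGs were called against 31 without it. Among the 102 named genes the block took 34 past the threshold and lost 0. It changed no call of the gene lists with camera. With fry 2 lists were called without it and 0 with it, and the fry adjusted p of the insulin pathway list rose from 0.0317 to 0.190. The pairing rests on the batch numbers, and the split by batch (both libraries of batch 2 against both of batch 1) gave 1 call, with 578 genes at an unadjusted p under 0.05, where SD against NSD gave 4264. The crossed split gave 0 calls and 120 such genes.

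For the common DEGs DESeq2 gave 61, DESeq2's size factors in edgeR 35, no filter 13 and filterByExpr 0 (all 62 at an unadjusted p under 0.05), and the added DESeq2 fits 62 and 49. All 62 kept their direction in each of these settings and with each library left out.

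The medians of the 5 lists that bear on the paper's claims kept their direction under each scaling, filter, background and block and with each library left out. Under fry the adjusted p rose to 0.114 for the immediate early gene list, 0.109 for the protein phosphatase families and 0.288 for the endothelial markers, above the 0.05 that camera had met, while the insulin pathway list stayed under it without the block. The cause was not tested. Members of the protein phosphatase families outside Table S3 had a median of 0.039 and no longer met the threshold, which leaving out genes chosen on these libraries can give by itself. The splicing factor families did not meet it against all genes and did against protein-coding genes, at a median of -0.070 (camera adjusted p = 1.64e-04). Across the 4 fits that each left out one library, the median ran from 0.067 to 0.10 for the protein phosphatase families, the highest without NSD library 2, and from 0.091 to 0.12 for the insulin pathway list. The ratio for Adrb1 against Adrb3 moved from 42.0 to 71.1 per kilobase of exon.

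Of the 102 named genes, DESeq2 took 40 past the threshold, DESeq2's size factors in edgeR took 2 past it and lost 6, no filter lost 29 and filterByExpr lost 44. The added DESeq2 fit with size factors from all genes took 45 of 91 past it. With all libraries kept, signs changed only in genes near 0. The log2 fold change of Adrb3 was 0.00070 without the filter and 0.0057 in the added DESeq2 fit. The log2 fold change of Ddx3y was 0.018 with DESeq2, 0.018 with its size factors, 0.023 without the filter, 0.0015 with filterByExpr and 0.027 in the added fit. The log2 fold change of Uty was 0.014, 0.014, 0.019 and 0.024 with DESeq2, its size factors, no filter and the added fit. With each library left out, 17 to 31 of the 102 genes moved by more than the spread between libraries and 0 to 4 changed sign, among them Fos (from -0.50 to 0.39) and Rpl22 (from -0.53 to 0.18). The depth limits the rarest named genes, such as Adrb3 with 95 to 147 counts per library, whereas for most named genes the 2 libraries per group set the limit.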

Differences from the paper's values

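The paper reports 631 upregulated DEGs, and edgeR called 172 genes higher in SD. Of the alternatives set before the data were examined, DESeq2 on the same genes (669) and the replicate block (668) came within 1.5 times of the paper's number, and DESeq2's size factors in edgeR (229), no filter (50), filterByExpr (1), protein-coding genes only (51), no fold change threshold (172) and a fold change over 1.5 (43) did not. The paper reports 221 downregulated DEGs, and edgeR called 520 genes lower. None of the alternatives set before the data were examined came within 1.5 times of it, with 1294 for DESeq2, 457 with its size factors in edgeR, 80 without a filter, 0 with filterByExpr, 1891 with the replicate block, 39 for protein-coding genes only, 520 without a fold change threshold and 470 at a fold change over 1.5. DESeq2 on the protein-coding genes with size factors from all genes, a setting chosen after seeing the values in a search for one that gives the paper's counts, called 622 higher and 224 lower. With size factors from protein-coding genes, also chosen after seeing the values, it called 330 and 283. The protein-coding genes among the DESeq2 calls on the same genes, a split made after the data had been seen, were 608 higher and 278 lower, both within 1.5 times of the paper's numbers. At the lowest p of Table S3 the paper's FDR is 16973 times its p, the number of genes its adjustment ran over, and the deposited table holds 16973 protein-coding genes. All 852 genes of Table S3 are protein-coding. The paper's text does not state such a restriction.

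The paper gives 62 DEGs in common with excitatory TRAPseq, and edgeR called 31 of these 62 genes. DESeq2 (61) and the replicate block (57) came within 1.5 times of the paper's number, and DESeq2's size factors in edgeR (35), no filter (13) and filterByExpr (0) did not. The added DESeq2 fits, chosen after seeing the values, called 62 and 49. Of the 850 genes of Table S3 that were tested, edgeR called 231, the replicate block 714, DESeq2 796, and the added DESeq2 fits 842 and 549.

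For 81 named genes with a log2 fold change in Table S3, the sign was the same in all 81 and the largest difference was 0.034. Genes that the paper reports as changed and edgeR did not call include Fosb, Egr1, Homer1 and Nr4a2 among the IEGs, Rbmx among the splicing genes, Tie1, Tek, Flt1 and Adgrb3 among those of angiogenesis, all 16 named insulin genes, Ttbk1 and Ttbk2. For the genes named for dendrites, synapses and cognition 5 of 21 were called, for dephosphorylation 4 of 10 and for kinase inhibition 2 of 6. The named IEGs, splicing genes, genes of angiogenesis, Ttbk1 and Ttbk2 were all called with the replicate block, with DESeq2 on the same genes and with both added DESeq2 fits. Of the insulin genes the block called 8, DESeq2 13 and the added DESeq2 fits, chosen after seeing the values, 16 and 4. The counts for dendrites, synapses and cognition were 16, 16, 19 and 14, for dephosphorylation 7, 10, 10 and 4, and for kinase inhibition 5, 6, 6 and 3.

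The paper's text names Adcy8 among upregulated transcripts. Its log2 fold change here was -0.12, from -0.19 to -0.047 with each library left out in turn, and Table S3 does not list it. The text names Homer1 among the common DEGs, whereas Table S6 does not list it.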

Other observations

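The tests on endothelial markers, Rpl22, Fos and the size factors were chosen only after the results were seen, and the comparison of the insulin and phosphatase lists with lists of equal expression was read for each list by itself only after both values were known.

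The fall of the splicing genes that the paper names may belong to the same difference in nuclear or unspliced RNA as the fall of the TEC genes. If so, these genes should also differ between the libraries of one condition. Their median difference between the batches within conditions lay at percentile 0.080 of 10000 lists matched on expression, which fits that explanation but is not specific to it, since the splicing factor families were at percentile 40.6, astrocyte markers at 0.080 and oligodendrocyte markers at 0.010. Between SD and NSD the splicing factor families, 14 of whose members are in Table S3, lay at percentile 0 of matched lists. Their median was -0.049, against 0.034 for the matched lists. A second test used annotated transcripts with retained introns, on which nuclear RNA would be counted. Protein-coding genes with 3 or more such transcripts (2991 genes) had a lower median log2 fold change than genes with none (7086 genes) in 50 of 50 bins of expression, by -0.13 on average (standard error 0.015). The named splicing genes have a median of 4 such transcripts, splicing factor families 2 and protein-coding genes 1. Within the families, 37 genes with 3 or more had a median of -0.14 and 79 with fewer a median of -0.013. The shift is smaller than the falls of the named genes, and a regulation of these genes by SD stays open.

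Endothelial markers fell in SD, although the libraries come from tagged neurons. The list holds 3 of the 6 genes that the paper names for angiogenesis, and all 16 markers had enough counts in these libraries to be tested. A lower share of every cell type other than the tagged neurons is argued against, since the median of the oligodendrocyte markers lay 0.56 above that of the endothelial markers. The standard error of 0.089 is over marker genes of the same libraries, and does not measure the spread between pools. With each library left out in turn, the median ran from -0.19 to 0.083 for oligodendrocytes and from -0.92 to -0.43 for endothelial cells. Whether the difference in nuclear RNA takes part cannot be told apart, since the pairs within conditions go opposite ways. The endothelial median rose by 0.41 from NSD library 1 to 2, with 15 of 16 markers higher, while TEC genes fell, and from SD library 1 to 2 it moved by -0.63 and that of the TEC genes by -0.61. The 10 markers outside Table S3 had a median of -0.53, and 6 of them were lower in both SD libraries, but they are part of the fall itself, so that less RNA of endothelial cells in the SD libraries cannot be told apart from other causes by them. The most abundant markers were Flt1 and Ptprb, the latter named after its values were seen, with 20.3 and 28.3 CPM for Flt1 and 21.5 and 24.1 for Ptprb in NSD, and 16.3 and 11.2 for Flt1 and 18.3 and 12.1 for Ptprb in SD. The shift between the SD libraries is about as large as that between the conditions, so a difference in how much vessel RNA each pool carried could give this, and an effect of SD on these cells was not tested.

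The insulin pathway list lay at percentile 98.9 of 10000 expression-matched lists of protein-coding genes, and the protein phosphatase list at percentile 90.3. Abundant protein-coding genes as a whole rose slightly, with medians from -0.18 in the least expressed of 5 equal groups of genes to 0.073 in the most expressed. This trend argues against expression level as the whole cause for the insulin list, while the rise of the phosphatase list could be part of it. Transcript length and GC content are argued against as the whole cause for both. After removal of their trend the camera adjusted p was 0.00115 for the insulin list and 0.00902 for the phosphatase list. Before the removal it was 5.47e-05 and 0.00428 in that order. These tests used protein-coding genes and were adjusted over the 5 lists that bear on the paper's claims. The same removal moved the median of the splicing factor families from -0.049 to -0.0088. Their camera adjusted p rose from 6.82e-05 to 3.39e-04, values that cannot be set against those from all genes tested. Between the batches within conditions the insulin list had a median difference of 0.0098, at percentile 3.89 of matched lists. A rise with SD remains a hypothesis for the insulin list, with other differences between the pools left open.

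Rpl22, the gene that the RiboTag vector carries, was the most abundant of 76 ribosomal protein genes in each of the 4 libraries, at 628, 1045, 610.2 and 809 CPM in NSD 1, NSD 2, SD 1 and SD 2, and at least 50.9 times the median of the others. Reads of the vector's transcript could give this, but no value in the tables separates them from the gene's own reads, so this cannot be told apart. The log2 fold change of Rpl22 was -0.24 (edgeR adjusted p = 0.651), 0.18 without NSD library 2.

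Fos did not rise in SD. The AAV that drives Cre carries a Fos promoter, so reads of the vector could add to Fos. The log2 difference of Fos between the NSD libraries was 0.92, against 0.16 between the SD libraries, and Rpl22 differed by 0.73 and 0.41. For 27 other IEGs above 16 CPM the NSD difference ran from -0.41 to 0.55. No value in the tables separates vector reads from the gene's own, since 1 library carries the difference, so the explanations cannot be told apart.

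The share of upregulated genes among DESeq2 calls on protein-coding genes depended on the size factors. With size factors from all genes, of which the non-coding ones fell, 73.5% of the calls were higher. With size factors from protein-coding genes the share was 53.8%, at a median shift of 0.051 in log2 fold change. A shift of all genes one way lowers the share by itself, so the comparison cannot show which share is right. How many changes lie near the thresholds was not counted, so why a small shift moved the share this far was not shown.

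Among the other lists, the imprinted genes had a median log2 fold change of 0.070 (camera adjusted p = 0.00203), with 4 of 29 called, Mest and Copg2 higher and Meg3 (-1.07, edgeR adjusted p = 0.0397) and Kcnq1ot1 (-1.58, edgeR adjusted p = 0.0328) lower, so that camera's call mixes both directions. The choroid plexus markers were at -0.74 (camera adjusted p = 0.00675), a value that rests on single libraries, since it was -0.053 without NSD library 2 and -1.93 without SD library 1, and Kl was the only member called (-0.54, edgeR adjusted p = 0.0405). The remaining lists did not meet the threshold against all genes tested. The median was -0.35 (camera adjusted p = 0.0682) for mural cells, 0.32 (camera adjusted p = 0.0541) for meningeal fibroblasts, 0.063 (camera adjusted p = 0.0887) for astrocytes, -0.054 (camera adjusted p = 0.620) for oligodendrocytes, -0.029 (camera adjusted p = 0.906) for microglia, -0.039 (camera adjusted p = 0.896) for interneurons, -0.18 (camera adjusted p = 0.706) for CA1 pyramidal neurons, -0.11 (camera adjusted p = 0.608) for CA2, 0.072 (camera adjusted p = 0.608) for CA3, -0.044 (camera adjusted p = 0.577) for dentate granule cells and 0.022 (camera adjusted p = 0.209) for ribosomal protein genes, of which Rps15a was called (0.35, edgeR adjusted p = 0.0385). The genes that check the sex were at -0.12 (camera adjusted p = 0.133). Against protein-coding genes alone, the background added after the data were seen, the mural cell list met the threshold. Its median there was -0.37 (camera adjusted p = 0.00261), and all 8 of its markers were below 0 in the main fit. Many of the small medians against all genes rest on single libraries. Without NSD library 2 the median was 0.10 for CA1 pyramidal neurons, and with each library left out in turn it ran from -0.032 to 0.19 for astrocytes, -0.063 to 0.24 for CA3 and -0.26 to 0.18 for microglia. The sign also changed for oligodendrocytes, interneurons, dentate granule cells and ribosomal protein genes. The Y-linked genes were counted in all libraries, with Ddx3y at 34.5 to 35.7 CPM, Kdm5d at 21.8 to 25.6, Uty at 15.8 to 16.3 and Eif2s3y at 6.68 to 11.7, and Xist was at most 0.458, as in the male mice that the paper describes. Of the 9 groups of genes that the paper names, 8 met the camera threshold, with adjusted p values from 1.93e-19 to 0.706, the latter for the adrenergic receptors, and since the others were chosen on these libraries this is not independent evidence.

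Further members of the lists were called. Among the IEGs these were Fosl2 (0.51, edgeR adjusted p = 0.0400), Sik1 (0.58, 0.0328) and Trib1 (0.58, 0.0328), among the phosphatases Ptprt (0.52, 0.0400), and among the splicing factor families Snrnp48 (-1.10, 0.0397), Hnrnpdl (-0.44, 0.0363) and Srsf11 (-0.37, 0.0472), log2 fold changes with edgeR adjusted p values. Hnrnpdl has 1353 exon bases opposite Enoph1 and Srsf11 17 opposite Lrrc40, genes with at least 10% of their counts.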
